# Transcriptome Analysis of Goat Mammary Gland Tissue Reveals the Adaptive Strategies and Molecular Mechanisms of Lactation and Involution

**DOI:** 10.3390/ijms232214424

**Published:** 2022-11-20

**Authors:** Rong Xuan, Jianmin Wang, Xiaodong Zhao, Qing Li, Yanyan Wang, Shanfeng Du, Qingling Duan, Yanfei Guo, Zhibin Ji, Tianle Chao

**Keywords:** goat, mammary gland, RNA-seq, involution, mammary cell remodeling, lactation

## Abstract

To understand how genes precisely regulate lactation physiological activity and the molecular genetic mechanisms underlying mammary gland involution, this study investigated the transcriptome characteristics of goat mammary gland tissues at the late gestation (LG), early lactation (EL), peak lactation (PL), late lactation (LL), dry period (DP), and involution (IN) stages. A total of 13,083 differentially expressed transcripts were identified by mutual comparison of mammary gland tissues at six developmental stages. Genes related to cell growth, apoptosis, immunity, nutrient transport, synthesis, and metabolism make adaptive transcriptional changes to meet the needs of mammary lactation. Notably, platelet derived growth factor receptor beta (*PDGFRB*) was screened as a hub gene of the mammary gland developmental network, which is highly expressed during the DP and IN. Overexpression of *PDGFRB* in vitro could slow down the G1/S phase arrest of goat mammary epithelial cell cycle and promote cell proliferation by regulating the PI3K/Akt signaling pathway. In addition, *PDGFRB* overexpression can also affect the expression of genes related to apoptosis, matrix metalloproteinase family, and vascular development, which is beneficial to the remodeling of mammary gland tissue during involution. These findings provide new insights into the molecular mechanisms involved in lactation and mammary gland involution.

## 1. Introduction

The mammary gland is an important exocrine gland located in the breast. It secretes milk for young animals and humans to provide rich protein, carbohydrates, lipids, and other nutrients [1]. Mammary gland development is dynamic and divided into three stages: embryonic, pubertal, and adult [2]. Mammary gland development in embryos and puberty occurs only slightly, while complete mammogenesis only takes place during pregnancy to become fully functional after parturition [3]. With the occurrence of the reproductive cycles, adult mammary tissue or cells will undergo repeat rounds of proliferation, functional differentiation, expansion, and degeneration. This indicates a high degree of mammary cell plasticity from gestation to involution stages [4,5]. Of course, this is inseparable from the regulation of hormones such as progesterone, estrogen, insulin, glucocorticoids, and prolactin [2,6]. In addition, the coordinated regulation of lactation physiological activity and mammary involution may also be mediated by large-scale changes in gene expression [7].

Currently, transcriptome sequencing technology has become an effective tool to reveal the gene expression characteristics of a mammary gland during lactation and involution. Transcriptome sequencing analysis of mammary tissues has been carried out in goats [8,9,10,11], sheep [7,12], cattle [13,14], pigs [15,16], mice [17,18] at different developmental stages. Interestingly, several studies also performed weighted gene co-expression network analysis on mammary gland tissue transcriptome sequencing data, and identified gene modules related to different lactation stages, milk yield, lactose content, and dairy fat, etc. [19,20,21]. To be sure, many genes and signaling pathways involved in the regulation of lactation and involution were discovered. These findings provide insights into the molecular genetic mechanisms involved in the regulation of lactation and mammary gland involution. However, the physiological processes of lactation and mammary involution are complex. On the one hand, the mammary gland has to make changes in physiological activity or tissue structure to adapt to lactation and involution [4]; on the other hand, mammary gland during lactation and dry periods is known to face challenges such as heat stress [22,23], nutrient distribution [24], and bacterial or viral infection [25], which are often accompanied by adaptive changes at the cellular, physiological, metabolic, and biochemical levels in the mammary gland [26]. Therefore, a more comprehensive and systematic transcriptome analysis of lactating and involutionary mammary gland tissues is necessary, especially for the economically valuable lactating livestock dairy goats.

To understand how genes precisely regulate goat mammary gland development, involution, mammary cell remodeling, physiological activities of lactation, and the molecular genetic mechanism behind various adaptive physiological activities, this study investigated the transcriptome characteristics of the mammary gland at the late gestation (LG), early lactation (EL), peak lactation (PL), late lactation (LL), dry period (DP), and involution (IN) stages (Figure 1). Furthermore, platelet-derived growth factor receptor beta *(PDGFRB*) was identified as a hub gene in the mammary gland developmental network by bioinformatics analysis during this study. The protein encoded by the *PDGFRB* gene is a cell surface tyrosine kinase receptor for members of the platelet-derived growth factor family [27]. *PDGFRB* plays an important role in the regulation of embryonic development, cell proliferation, survival, differentiation, chemotaxis, and migration [28,29,30]. However, the role of *PDGFRB* in goat mammary epithelial cells is unknown. Therefore, this study also analyzed the molecular mechanism of *PDGFRB* affecting the growth of goat mammary epithelial cells cultured in vitro. This work will provide theoretical support for the understanding of the regulation of lactation and mammary involution in the future.

## 2. Results

### 2.1. Basic Statistical Analysis Results of Sequencing Data

A total of 2.27 billion reads were obtained from the transcriptome sequencing data of goat mammary gland tissue, and the alignment rate of each sequencing library with the reference genome was ≥ 84% (Table S2). 

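Of the 42 libraries of the paper, 9 were analysed here, 1 from each of 9 healthy Laoshan dairy goats, a Chinese dairy breed. They comprise 3 libraries from late lactation (LL, 240 days postpartum), 3 from the dry period (DP, 300 days postpartum) and 3 from late gestation (LG, 140 days after mating). These are 3 of the 11 LL libraries, 3 of the 13 DP libraries and all 3 LG libraries of the paper, and none comes from early lactation, peak lactation or involution. Mammary tissue was taken at slaughter, and RNA was prepared with a TruSeq kit and sequenced on a HiSeq instrument. The paper works on transcripts, whereas the table the authors deposited gives 1 value per gene and library for 23499 genes, with the chromosome, start and end of each gene and no genome build. The table names no unit, and its values were read as FPKM, the measure of the paper, because they are not whole numbers and their sums differ between libraries. Table S2 of the paper gives 73732313 to 79128414 (median 74150886) reads per library in LL, 76966530.0 to 86809313 (median 77865292) in DP and 71343386 to 75215472 (median 74738441) in LG. Which of these reads entered each FPKM value is not known, so no counting error can be attached to a value. The summed FPKM of a library was 940676 to 1157015 (median 1113627) in LL, 601250.2 to 616268 (median 603230.2) in DP and 733277 to 768157 (median 749391) in LG. The 10 genes with the highest values held 80.6% to 86.0% of that sum in LL libraries and 53.6% to 58.5% in DP and LG libraries. MGAT2, RPL36AL and DNAAF2 alone held 39.6% to 44.0% in LL, 51.4% to 56.3% in DP and 50.2% to 53.3% in LG. RPL36AL and DNAAF2 differ by near-constant amounts whose source is open, so these shares may not reflect the make-up of the libraries. The values were therefore divided by median-ratio scaling factors, which were 0.498 to 0.606 in LL, 1.44 to 1.53 in DP and 1.198 to 1.31 in LG. Without this scaling, the median of all genes tested was shifted by 1.09 (log2) in DP against LL, 0.93 in LG against LL and -0.18 in LG against DP. Means and SDs are given in FPKM as deposited. Every log2 fold change is on the log2(FPKM + 1) scale after scaling, so a gene with a higher FPKM in DP than in LL can have a log2 fold change below 0. This scale understates changes of weakly expressed genes. limma was fitted over all 9 libraries to the 14701 genes with at least 0.5 FPKM in at least 3 libraries. A gene was called different at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in size. In the deposited table, 1510 genes hold a value that follows that of a neighbouring gene on the same strand to within 1% of its range over the 9 libraries, so their values are not separate measurements.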

A total of 63,825 transcripts were obtained, and after filtering according to the expression amount, 18,615 transcripts with FPKM ≥ 2 were obtained (Table S3). The results of principal component analysis and cluster analysis between samples showed that, compared with before data filtering, the coefficient of variation of the first principal component and the second principal component decreased by 30.18% and 48.42%, respectively. 

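On log2(FPKM + 1) values of the 14701 genes in the 9 Laoshan libraries, principal component 1 held 55.2% of the variance and principal component 2 held 27.4%. The mean distance between libraries of one stage in this plane was 9.47, against 109.6 between libraries of different stages. Component 1 set LL (64.5 to 76.0) apart from LG (-21.2 to -14.3) and DP (-55.7 to -49.9), and component 2 set LG (-55.0 to -46.6) apart from LL (12.4 to 17.1) and DP (28.0 to 44.4). Of the 280 ways to part 9 libraries into 3 groups of 3, none other than the stages gave a mean within-group distance as small (exact permutation test, one-sided, p = 0.00357, the smallest p that 280 partitions allow). Correlations between libraries across genes, which are not independent replicates, were 0.920 to 0.980 within a stage and 0.752 to 0.868 between stages.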

Mammary samples at different developmental stages can be grouped according to principal component 1 and principal component 2 (Figure 2a,c). The results of sample relative log expression analysis showed that after normalization, 42 samples showed consistency in relative log expression analysis (Figure 2b,d). The results of the Venn diagram showed that 10,907 transcripts were expressed in all six developmental stages (FPKM ≥ 2), among which, the number of uniquely expressed transcripts was at most 1241 in the IN, and the lowest number of uniquely expressed transcripts in LL (Figure 2e). This reflects the temporal specificity of gene expression in the mammary gland. In addition, the highest number of transcripts was expressed in the DP and the least in the PL (Figure 2f). 

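In the 9 Laoshan libraries, 13261 genes had a mean of at least 2 FPKM in DP, 11843 in LG and 8188 in LL, and peak lactation was not analysed here. Single libraries reached this level for 12902 to 13110 genes in DP, 11418 to 11923 in LG and 7502 to 8926 in LL, so the ranges of the 3 stages do not overlap. At least 2 FPKM in all 3 stages was found for 7844 genes, in DP only for 1806, in LG only for 414 and in LL only for 146. The order depends on the scaling between libraries. After median-ratio scaling the counts were 11843 in LL, 11461 in DP and 10757 in LG.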

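The 5 milk protein genes that the paper names are CSN1S1, CSN1S2, CSN2, CSN3 and LALBA. They held 34.6% ± 2.18 (SD, n = 3) of the summed FPKM of a library in LL, 1.42% ± 0.239 (SD, n = 3) in LG and 0.0194% ± 0.0029 (SD, n = 3) in DP. The share covers these 5 only. PAEP, which is outside them, had 14438 to 21408 FPKM in LG, above CSN2 in each LG library. The shares of the 3 stages did not overlap (two-sided exact permutation test, p = 0.1 for each pair of stages, the smallest p that 3 against 3 allow). The alternative that moved the share in LL most was chosen after the values were seen and left MGAT2, RPL36AL and DNAAF2 out of the sum, which gave 59.0% in LL. CSN1S1, CSN1S2 and CSN3 share 1 value, which the share counts 3 times. Counted once, in an alternative also chosen later, the share was 22.5% in LL, 0.966% in LG and 0.0096% in DP. CSN2 (gene ID 100860784, chromosome 6, 86006250 to 86015321), which encodes beta-casein, had 94297 ± 9572 FPKM in LL, 32.1 ± 15.2 in DP and 4938 ± 1097 in LG (SD, n = 3 each). Its log2 fold change was -12.97 (standard error 0.32, adjusted p = 1.60e-08) for DP against LL and -5.45 (standard error 0.32, adjusted p = 3.65e-06) for LG against LL, and with quantile normalization the latter was -1.84 and was not called. LALBA (gene ID 100860779, chromosome 5, 30812573 to 30814589), which encodes alpha-lactalbumin, had 26324 ± 9463, 4.83 ± 1.81 and 566 ± 479 FPKM (SD, n = 3 each) in LL, DP and LG, and its log2 fold change for DP against LL was -13.41 (standard error 0.68, adjusted p = 1.32e-06). CSN1S1 (gene ID 100750242, chromosome 6, 85978463 to 85995270), CSN1S2 (gene ID 100861229, chromosome 6, 86076845 to 86093539) and CSN3 (gene ID 100861231, chromosome 6, 86197263 to 86211376) do not give separate measurements in the deposited table. CSN3 exceeded CSN1S1 by 14.1 to 14.6 FPKM in every library, and CSN1S2 exceeded it by 1.76 to 3.30. CSN1S1 was at 83727 ± 13459.6 FPKM in LL, 21.4 ± 6.59 in DP and 1709.8 ± 410.2 in LG (SD, n = 3 each), a log2 fold change of -13.29 for DP against LL and -6.81 for LG against LL. For LG against DP, the log2 fold changes of CSN2, CSN1S1 and LALBA were 7.52, 6.48 and 6.30.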

Analysis of the top 20 transcripts in each period (Table S4) found that genes encoding milk proteins (*CSN1S1*, *CSN1S2*, *CSN2*, *CSN3*, and *LALBA*) were screened during lactation and non-lactation, but their expression levels were higher during lactation (Figure S1). 

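Ribosomal protein genes were followed in the 9 Laoshan libraries as a list of 81 genes chosen by symbol, of which 79 passed the filter. In LG against DP all 79 were higher, with a median log2 fold change of 1.25 (quartiles 1.05 and 1.39), and 62 were called higher. The adjusted p was under 0.05 for 75 of them over all genes and for 77 when adjusted over the list alone. In LG against LL the median was 0.45, with 74 genes higher and 5 lower, 0 called higher and 1 called lower, and 38 genes had an adjusted p under 0.05, both over all genes and adjusted over the list alone. By limma's camera test with a preset inter-gene correlation of 0.01, two-sided and adjusted over 11 list tests, the adjusted p was 8.97e-29 for LG against DP and 2.08e-06 for LG against LL. All 11 list tests kept an adjusted p under 0.05 with fry, at most 0.00555. None did with an inter-gene correlation estimated for each list, where the adjusted p was 0.369 for LG against LL in this list and 0.0765 to 0.0786 in the other 10 tests. Quantile normalization moved the median in LG against DP most, to 0.30. In LG against LL the values without scaling moved it most, to 1.63, which includes the shift of all genes. Of the 81 genes, 6 hold values linked to those of a neighbouring gene.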

Forty ribosome-associated transcripts were also screened, which were highly expressed in goat mammary glands at the LG (Figure S2). This is similar to the results of the overexpression of 18 ribosomal protein genes in bovine mammary gland tissue in late gestation [7]. This likely reflects increased levels of ribosome biosynthesis in preparation for high levels of milk protein synthesis.

### 2.2. Identification of Co-Expression Modules Associated with Different Stages of Mammary Gland Development

The WGCNA results show that the best soft threshold 6 is chosen to construct an approximately scale-free topological overlap matrix (Figure 3a,b). Modules were automatically assigned different colors to distinguish them from each other, while genes that were not clustered were grouped into module X (the grey module) (Figure 3c, Table S5). Among them, 26,093 transcripts (FPKM ≥ 0.5) were assigned to 24 modules, of which the module X contained a total of 1899 genes, accounting for 7.3% of all analyzed genes (Figure 3c). The module L has the largest number of genes and the module F has the least number of genes. The correlations between different modules are shown through a cluster tree map and a heatmap, respectively (Figure 3e,f). The correlation analysis between modules and different developmental stages found that (Figure 4a), LG was significantly positively correlated with modules D and H (cor value ≥ 0.4, *p* value ≤ 0.008). EL was significantly positively correlated with module L (cor value = 0.42, *p* value = 0.006). PL was positively correlated with modules A, C, I, and J (cor value ≥ 0.42, *p* value < 0.05). LL was positively correlated with module B (cor value = 0.56, *p* value = 0.0001). DP was significantly positively correlated with modules K, T, U, and W (cor value ≥ 0.4, *p* value < 0.05). IN was significantly positively correlated with modules M, N, and O (cor value ≥ 0.55, *p* value < 0.05).

### 2.3. Analysis of Gene Function in Co-Expression Modules

A total of 12 gene modules (accounting for 52.17% of all modules) were significantly positively correlated with six stages (cor value ≥ 0.4, *p* value < 0.05, Figure 4a). Module L contained 4079 genes and was the module with the largest number of genes (Figure 4b), which was positively correlated with EL (cor value = 0.42, *p* value = 0.006). Six hub genes were identified from the module L (Figure 4c). GO analysis showed (Figure 4d) that GO terms related to gene transcription, such as RNA polymerase II transcription regulator complex and transcription regulator complex, were enriched. KEGG results showed (Figure 4e) that disease-related pathways such as mitophagy-animal, endocytosis, salmonella infection, and bacterial invasion of epithelial cells were significantly enriched. Interestingly, human T-cell leukemia virus 1 infection, pancreatic cancer, colorectal cancer, natural killer cell mediated cytotoxicity, and other diseases- and immune-related signaling pathways were significantly enriched to the modules K, U, and W, which are positively correlated with the DP (Figures S7–S9, and Table S6). Similarly, pathways related to disease and immunity were also enriched into the M, N, and O modules correlated to the IN (Figures S10–S12). This indicates that the mammary gland tissue is more susceptible to pathogenic microorganism invasion and disease in the early lactation, dry period, and involution period. At this time, the expression of immune-related genes in the mammary gland is more active to protect the health of mammary gland tissue in the early and dry periods of lactation. In module I correlated with the PL (Figure S3), GO terms such as long-chain fatty acid import into cell, cytoplasmic translation, and ribonucleoprotein complex biogenesis were found to be significantly enriched. In the module J (Figure S4), ribosomal subunit, prolactin signaling pathway, fatty acid biosynthesis, etc. were significantly enriched. In the module C (Figure S5), protein transmembrane transport, protein localization to endoplasmic reticulum, protein export, and cholesterol metabolism were enriched. The GO terms and KEGG signaling pathways related to the metabolism and transport were closely related to the milk synthesis in the mammary gland during the peak lactation period. Metabolic-related processes such as hormone metabolic process, regulation of lipolysis in adipocytes, and PPAR signaling pathway were found in the module B correlated to the LL (Figure S6). In the D module correlated to LG stage (Figure S13), cell cycle, insulin signaling pathway, longevity regulating pathway-multiple species, TGF-beta signaling pathway, and other pathways related to cell growth were enriched.

### 2.4. Differential Expression Analysis Results

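Differences between the 3 stages of the Laoshan goats were tested for 14701 genes with limma. DP against LL gave 3321 genes, 2029 higher and 1292 lower in DP. LG against LL gave 2544, of which 1572 were higher and 972 lower in LG, and LG against DP gave 1948, of which 937 were higher and 1011 lower. By the moderated F test, 4602 genes differed between any 2 stages. The alternative that moved these counts most was the adjusted p alone, without the threshold on the fold change, which gave 8359, 7383 and 5112 genes in the 3 comparisons. Without scaling between libraries, 8348 genes differed between DP and LL (7979 higher and 369 lower), 7043 between LG and LL (6698 higher and 345 lower) and 2292 between LG and DP (715 higher and 1577 lower). Among the genes with the largest rises in DP against LL was the calcium channel gene TRPV6 (gene ID 102180651, chromosome 4, 14425410 to 14442209), at 1.47 ± 0.684 FPKM in LL, 64.7 ± 43.4 in DP and 1.203 ± 1.13 in LG (SD, n = 3 each), a log2 fold change of 3.44 (standard error 0.500, adjusted p = 0.000391). The other 2 of the top 3 were POSTN (gene ID 102172638, chromosome 12, 62423932 to 62458253) at 2.97 and GALNT15 (gene ID 102182734, chromosome 1, 153021184 to 153065265) at 2.95, while the largest falls were in milk protein genes. In LG against LL the largest rises were in KRTAP11-1 (gene ID 100861173, chromosome 1, 3134832 to 3135697), SRD5A2 (gene ID 102187232, chromosome 11, 14166235 to 14215772) and STAC2 (gene ID 102174874, chromosome 19, 39349297 to 39363159), with log2 fold changes of 5.44, 3.77 and 3.68. KRTAP11-1 had 67.8 ± 32.5 FPKM in LG (SD, n = 3) and at most 0.210 FPKM in any LL library. The largest falls in that comparison were in SPP1 (gene ID 100860805, chromosome 6, 37214501 to 37221482), at 1488 ± 409, 189.9 ± 31.1 and 9.25 ± 5.50 FPKM (SD, n = 3 each) in LL, DP and LG and a log2 fold change of -8.46, in LPO (gene ID 100860761, chromosome 19, 8842272 to 8873407) at -7.31, and in LALBA. LG against DP had its largest falls in TRPV6 (-4.38), LGALS3 (gene ID 102186125, chromosome 10, 35592162 to 35610850) (-4.15) and SPP1 (-4.11).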

There were 15 sets of differential comparisons between mammary glands at six different developmental stages, and a total of 13,083 differentially expressed transcripts were identified (Figure 5a and Table S7). Among them, the highest number of differentially expressed transcripts (DETs) were found in EL vs. LG and the lowest in EL vs. LL. In addition, the Upset plot indicated the distribution of DETs between different comparison groups (Figure 5b), in which 55 transcripts were differentially expressed among all comparison groups, and 843 DETs were only present in PL vs. DP. The heatmap showed that 13,083 transcripts had changes in expression over the six periods (Figure 5c). According to the cluster analysis of the expression levels of DETs in different periods (Figure 5d), six clusters of DETs with different expression characteristics were obtained. Among them, the maximum number of DETs in cluster 1 is 3412, and the number of DETs in cluster 4 is the least, which is 1063 (Table S8). These results suggest that gene transcript levels are altered during lactation and involution in goat mammary tissue from LG to IN stages, reflecting the stage-specificity of gene expression in mammary gland tissue.

### 2.5. GO and KEGG Pathway Enrichment Analysis of DETs

Cluster 1 showed DETs that were highly expressed in late gestation (Figure 5d). GO results showed (Figures S14 and S15) that terms related to protein synthesis and modification, such as ribonucleoprotein complex biogenesis, cytoplasmic translation, ribosome biogenesis, and regulation of protein ubiquitination, were significantly enriched. In addition, terms related to cell proliferation and division, such as RNA splicing, mitotic nuclear division, and mitotic nuclear division, were enriched. 

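The 63 genes of mitotic nuclear division that the paper lists for cluster 1 (Table S8) were all tested in the Laoshan libraries. In LG against LL their median log2 fold change was 0.72, 56 were higher and 7 lower, and 23 were called higher and 0 lower (camera adjusted p = 7.16e-10). In LG against DP the median was 0.58, with 57 higher and 6 lower, of which 18 were called higher and 0 lower. At an adjusted p under 0.05 stood 44 genes in LG against LL and 39 in LG against DP over all genes, and 45 and 40 when adjusted over the list alone. The paper drew these genes from a cluster it describes as high in late gestation, and its only LG libraries are the present ones. A rise in LG was therefore largely fixed by the choice of the list. The medians, the counts and the camera p are not independent evidence of it. The genes of DNA replication in the same cluster, to which the same limit applies, had medians of 0.77 and 0.51 in LG against LL and in LG against DP. A list of 15 proliferation markers chosen without the data, 7 of which are also in lists of the paper, had a median of 1.18 in LG against LL and 0.93 in LG against DP.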

KEGG results showed that ribosome, ribosome biogenesis in eukaryotes, spliceosome, cell cycle, DNA replication, and other signaling pathways related to cell growth were enriched. This is closely related to the growth of mammary gland tissue in late gestation. Cluster 2 results show transcripts that are highly expressed during the EL period. Longevity regulating pathway, AMPK signaling pathway, Autophagy-animal, mTOR signaling pathway, and other signaling pathways related to cell growth were enriched. Cluster 3 and cluster 4 displayed transcripts that were highly expressed during the dry period. Immune-related terms such as mononuclear cell differentiation, T cell activation, lymphocyte differentiation, positive regulation of interleukin-2 production, and regulation of mononuclear cell migration were enriched, indicating that genes related to mammary gland immunity were significantly up-regulated during the dry period. 

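For the immune-related GO terms listed in Table S10, the genes had a median log2 fold change of 1.01 in DP against LL and 0.78 in DP against LG in the Laoshan libraries (camera adjusted p = 8.41e-06 and 7.76e-08). The paper chose this list on libraries that include the Laoshan ones, so these values are not independent evidence.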

On the one hand, it removes senescent and apoptotic cells; on the other hand, it improves the protection of mammary gland health during the dry period. Cluster 5 displays transcripts that are highly expressed during peak lactation. Terms related to substance synthesis and metabolism, such as phospholipid biosynthetic process, phospholipid metabolic process, and alpha-amino acid metabolic process, are enriched. This is related to the mammary gland cell’s lactation activity and exuberant cell metabolism during the peak lactation period. Cluster 6 displays transcripts that are highly expressed in involutionary mammary tissue. Cell growth, regulation of cell growth, developmental cell growth, PI3K-Akt signaling pathway, etc. cell growth-related terms were enriched. In addition, cell-substrate adhesion, extracellular matrix organization, and adherens junction were enriched. This reflects that mammary gland cells undergo extensive cellular remodeling in addition to intense apoptosis during mammary gland involution, thereby preparing for a new round of lactation.

### 2.6. Substance Synthesis, Transport and Metabolism Related Gene Analysis

A total of 77 genes were screened to be related to substance synthesis and metabolism, and seven of them were identified as network hub genes (Figure S16). These genes are involved in amino acid (cellular amino acid metabolic process, cellular amino acid biosynthetic process, and cellular amino acid catabolic process), carbohydrate (carboxylic acid catabolic process, carboxylic acid biosynthetic process, and glucose metabolic process), lipid (fatty acid metabolic process), long-chain fatty acid transport, and lipid import into the cell) and other metabolic processes (Table S9). 

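Between LL and DP of the Laoshan goats, 6 hub genes of metabolism fell after scaling. TKT (gene ID 102175812, chromosome 22, 47621855 to 47644986), which encodes transketolase, had 64.5 ± 20.3 FPKM in LL, 24.4 ± 3.75 in DP and 162 ± 28.1 in LG (SD, n = 3 each) and a log2 fold change of -2.71 (standard error 0.23, adjusted p = 1.58e-05) for DP against LL. IDH1 (gene ID 102190002, chromosome 2, 39392049 to 39412164) had 38.8 ± 17.5, 26.0 ± 5.44 and 86.3 ± 39.1 FPKM (SD, n = 3 each) in LL, DP and LG, and fell by 1.86 on the log2 scale in DP against LL (adjusted p = 0.00513). SDHA (gene ID 102183107, chromosome 20, 71719443 to 71741437) was at 26.7 ± 3.30 FPKM in LL and 26.7 ± 4.15 in DP (SD, n = 3 each), a log2 fold change of -1.37 after scaling (adjusted p = 0.000752) and of -0.0046 without it. The remaining 3 genes changed by less than the threshold of 1. PDHB (gene ID 102184953, chromosome 22, 42857617 to 42863284) had 9.50 ± 1.12, 15.5 ± 2.57 and 27.9 ± 5.34 FPKM (SD, n = 3 each) in LL, DP and LG and a log2 fold change of -0.66 (adjusted p = 0.0125). PC (gene ID 102179922, chromosome 29, 45249869 to 45351468) had 1.55 ± 0.468, 1.95 ± 0.331 and 5.58 ± 1.11 FPKM (SD, n = 3 each) and -0.69 (adjusted p = 0.00977). For ALDH18A1 (gene ID 102188107, chromosome 26, 34460112 to 34500873) the values were 5.93 ± 0.627, 8.02 ± 2.26 and 10.6 ± 2.49 FPKM (SD, n = 3 each) and -0.89 (adjusted p = 0.00493). Without scaling these 3 genes changed direction, with log2 fold changes of 0.65 for PDHB, 0.22 for PC and 0.36 for ALDH18A1, each below the shift of all genes. IDH1 and SDHA were not called without scaling, and IDH1 was then at -0.49. With quantile normalization SDHA was at -0.90 and was not called. PC passed the threshold with a pseudocount of 0.1 (-1.001), and ALDH18A1 passed it without LL replicate 3 (-1.01) or DP replicate 3 (-1.08).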

The expression levels of hub genes *IDH1*, *PDHB*, *PC*, *TKT*, *SDHA*, and *ALDH18A1* were higher in lactation than in the dry period and involution. *IDH1*, *PDHB*, *SDHA*, *PC*, and *TKT*, all participate in the carbon metabolism signaling pathway. In addition, *ALDH18A1*, *IDH1*, and *TKT* are involved in the process of biosynthesis of amino acids. Notably, the PPAR signaling pathway related to lipid metabolism was also significantly enriched. Compared with the dry period and involution period, the member genes *CD36*, *PLIN2*, *LPL*, *FABP3*, *DBI*, etc., in the PPAR signaling pathway were also highly expressed in the lactation period (Figure S17). 

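All 12 genes of the PPAR signaling pathway in Table S9 had lower values in DP than in LL after scaling, with a median log2 fold change of -2.86, and 10 were called lower (camera adjusted p = 8.00e-07). The adjusted p was under 0.05 for 10 genes over all genes and for 10 adjusted over the list alone, a list the paper chose on libraries that include these. FABP3 (gene ID 100860846, chromosome 2, 13664760 to 13673332), a fatty acid-binding protein gene, had 1119.8 ± 442 FPKM in LL, 3.48 ± 2.29 in DP and 222 ± 151 in LG (SD, n = 3 each), a log2 fold change of -9.25 (standard error 0.49, adjusted p = 1.69e-06) for DP against LL. LPL (gene ID 100860750, chromosome 8, 66597910 to 66623251), the lipoprotein lipase gene, had 375 ± 94.3, 5.26 ± 1.76 and 23.9 ± 4.45 FPKM (SD, n = 3 each) in LL, DP and LG, and its log2 fold change was -7.22 (standard error 0.24, adjusted p = 9.91e-08). CD36 (gene ID 100860958, chromosome 4, 79810715 to 79909365) was at 190.3 ± 29.1, 24.8 ± 6.75 and 267 ± 36.3 FPKM (SD, n = 3 each) in the same order, with a change of -4.30 (standard error 0.23, adjusted p = 1.98e-06) in DP against LL. PLIN2 (gene ID 100861245, chromosome 8, 24993362 to 25008062) had 161 ± 22.9, 54.8 ± 20.1 and 393 ± 72.5 FPKM (SD, n = 3 each) and -2.99 (adjusted p = 2.46e-05), and DBI (gene ID 102182266, chromosome 2, 64935652 to 64940898) had 61.5 ± 16.7, 19.8 ± 5.84 and 31.4 ± 4.36 FPKM (SD, n = 3 each) and -2.96 (adjusted p = 1.55e-05). All 5 genes were higher in LG than in DP, FABP3 by 5.63 (adjusted p = 7.57e-05), CD36 by 3.61 (adjusted p = 1.88e-05), PLIN2 by 3.08 (adjusted p = 8.50e-05), LPL by 2.16 (adjusted p = 0.000256) and DBI by 0.88 (adjusted p = 0.0215) on the log2 scale, the last of them under the threshold. Among the other members, ACSL1 (gene ID 102177866, chromosome 27, 30312404 to 30377968) changed by -4.09, ME3 (gene ID 102184694, chromosome 29, 8310682 to 8537322) by -2.03, OLR1 (gene ID 102185442, chromosome 5, 98248786 to 98260339) by -1.99 and HMGCS1 (gene ID 102176561, chromosome 20, 31413652 to 31436393) by -1.85 in DP against LL. Without scaling ME3 and HMGCS1 changed by -0.95 and -0.53 and were not called.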

The above shows that the energy and material metabolism levels of the mammary gland decrease from lactation to the dry period, and the genes related to protein, lipid, and carbohydrates are also adjusted at the transcriptional level to adapt to this transition process.

### 2.7. Analysis of Immune Function Genes Expressed in Mammary Glands

A total of 60 immune-related genes were screened (Figure S18), and five genes were identified as hub genes. These genes are involved in innate immunity (leukocyte proliferation, leukocyte cell-cell adhesion, natural killer cell mediated cytotoxicity) and adaptive immune processes (regulation of adaptive immune response, lymphocyte proliferation, and immune receptors built from immunoglobulin superfamily domains) (Table S10). 

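Of these 60 genes, 55 passed the filter in the Laoshan libraries. In DP against LL their median log2 fold change was 1.03, with 44 higher and 11 lower, 28 called higher and 1 called lower (camera adjusted p = 1.83e-05). DP against LG gave a median of 0.77, 43 genes higher and 12 lower, and 19 called higher and 2 called lower (camera adjusted p = 1.15e-06). An adjusted p under 0.05 was reached by 44 genes in DP against LL and 33 in DP against LG over all genes, and by 45 and 34 adjusted over the list alone. The paper selected the genes on libraries that include these, so the medians, the counts and the camera p are not independent evidence.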

The hub genes *CD86*, *CCL5*, *PTPRC*, *CCL2*, and *IL1B* were highly expressed during the dry period (Figures S19 and S20). 

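PTPRC (gene ID 102173490, chromosome 16, 76103209 to 76232274), which encodes the leukocyte antigen CD45, had 3.56 ± 0.585 FPKM in LL, 34.2 ± 19.4 in DP and 10.6 ± 2.26 in LG (SD, n = 3 each). Its log2 fold change was 1.58 (standard error 0.32, adjusted p = 0.00255) for DP against LL and 1.24 (standard error 0.32, adjusted p = 0.0144) for DP against LG. The latter was not called without DP replicate 1 (0.84) or LG replicate 3 (1.07). CCL5 (gene ID 102171272, chromosome 19, 14157361 to 14164201) had 2.12 ± 0.743, 19.0 ± 13.2 and 8.56 ± 4.15 FPKM (SD, n = 3 each) in LL, DP and LG, and changed by 1.36 (standard error 0.46, adjusted p = 0.0282) in DP against LL. This call was lost without DP replicate 1 (0.89), LL replicate 2 (1.15) or LL replicate 3 (1.301), and without the filter on low values. Against LG the change in CCL5 was 0.72 (adjusted p = 0.243), within the spread of the libraries. CD86 (gene ID 102184760, chromosome 1, 66200368 to 66264053) was highest in LG, at 1.68 ± 0.951, 9.03 ± 1.95 and 14.3 ± 3.50 FPKM (SD, n = 3 each) in LL, DP and LG. Its log2 fold changes were 0.89 (adjusted p = 0.0136) for DP against LL and -0.79 (adjusted p = 0.0347) for DP against LG. CD86 passed the threshold in DP against LL with a pseudocount of 0.1 (1.10) and without LL replicate 3 (1.16) or DP replicate 2 (1.005). Without scaling that change of CD86 was 1.94, the shift of all genes included, and was called. IL1B (gene ID 100860816, chromosome 11, 46178464 to 46186246) was weakly expressed, at 0.273 ± 0.162, 1.45 ± 0.901 and 1.25 ± 0.386 FPKM (SD, n = 3 each). It changed by 0.36 against LL (adjusted p = 0.253) and -0.061 against LG (adjusted p = 0.875), neither beyond the spread of the libraries. With quantile normalization IL1B turned to -0.28 in DP against LL. Against LG it turned to 0.056 without scaling, 0.21 without DP replicate 2 and 0.074 without LG replicate 1. CCL2 was not analysed here.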

*CD86* is involved in mononuclear cell differentiation. *CCL5* is involved in the regulation of leukocyte proliferation. *CCL2* can regulate positive regulation of leukocyte activation. IL1B and PTPRC are involved in the regulation of lymphocyte differentiation. In addition, genes *CD74*, *RAC2*, *CXCL10*, *FCER1G*, *ITGB2*, etc. related to neutrophil migration were highly expressed during the dry period. 

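CD74 (gene ID 102185560, chromosome 7, 48668848 to 48676702) had 52.3 ± 5.65 FPKM in LL, 366 ± 99.6 in DP and 119 ± 13.8 in LG (SD, n = 3 each), a log2 fold change of 1.35 (standard error 0.22, adjusted p = 0.000866) for DP against LL and 1.34 (standard error 0.22, adjusted p = 0.00178) for DP against LG. RAC2 (gene ID 102178149, chromosome 5, 74326888 to 74344936) had 0.277 ± 0.0902, 7.85 ± 5.95 and 3.20 ± 0.902 FPKM (SD, n = 3 each) in LL, DP and LG. It changed by 1.90 (adjusted p = 0.00142) against LL and 0.66 (adjusted p = 0.163) against LG. With 1 library left out in turn, the change of RAC2 against LG was 0.20 to 0.98. ITGB2 (gene ID 100861185, chromosome 1, 144694367 to 144725092) was at 3.92 ± 0.569, 16.6 ± 4.09 and 5.64 ± 1.28 FPKM (SD, n = 3 each) in the same order. Its log2 fold changes were 0.59 (adjusted p = 0.0212) and 1.15 (adjusted p = 0.00137), and the second fell to 0.99 without DP replicate 1 and to 0.998 without LG replicate 3, under the threshold. CXCL10 (gene ID 100860873, chromosome 6, 91399174 to 91401532) was higher in DP than in LL by 2.12 (adjusted p = 0.00132) and lower than in LG, at 0.123 ± 0.0153, 6.92 ± 3.59 and 16.3 ± 9.08 FPKM (SD, n = 3 each). Its change of -1.28 in DP against LG (adjusted p = 0.0264) was not called without DP replicate 2 (-0.92), LG replicate 1 (-1.35) or LG replicate 2 (-0.87), in a fit to the 6 libraries compared or without the filter. FCER1G (gene ID 102191004, chromosome 3, 111831713 to 111835390) is among the genes with linked values in the deposited table and is not a separate measurement. FCER1G stood at 27.1 ± 4.54, 41.1 ± 2.64 and 49.9 ± 8.02 FPKM (SD, n = 3 each), a log2 fold change of -0.78 (adjusted p = 0.00163) in DP against LL after scaling and 0.59 without it. Without scaling ITGB2 was called in DP against LL (1.82), a value that includes the shift of all genes.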

The genes associated with macrophage activation *CD74*, *PTPRC*, *ITGAM*, *ITGB2*, *TYROBP*, *TNF*, *AIF1*, and *THBS1* were highly expressed during the dry period. 

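TYROBP (gene ID 102175151, chromosome 18, 47435988 to 47438890) had 7.28 ± 0.605 FPKM in LL, 43.1 ± 11.8 in DP and 11.0 ± 0.234 in LG (SD, n = 3 each), with log2 fold changes of 1.06 (standard error 0.21, adjusted p = 0.00226) for DP against LL and 1.59 (standard error 0.21, adjusted p = 0.000497) for DP against LG. The first was under the threshold without LL replicate 3 (0.93), DP replicate 1 (0.99) or DP replicate 2 (0.90). AIF1 (gene ID 100860979, chromosome 23, 22277461 to 22279848) had 7.01 ± 1.204, 29.4 ± 1.73 and 11.7 ± 1.45 FPKM (SD, n = 3 each) in LL, DP and LG and changed by 0.62 (adjusted p = 0.0179) and 1.02 (adjusted p = 0.00275). Against LG, AIF1 was under the threshold without DP replicate 3 (0.95), LG replicate 2 (0.996) or LG replicate 3 (0.93). THBS1 (gene ID 100860971, chromosome 10, 67822176 to 67837900) varied between DP libraries, with 12.5 ± 5.22, 86.7 ± 84.9 and 80.2 ± 45.6 FPKM (SD, n = 3 each). Its changes of 0.99 (adjusted p = 0.187) and -0.41 (adjusted p = 0.639) lay within that spread, and the second turned to 0.049 without DP replicate 1 and 0.031 without LG replicate 2. ITGAM (gene ID 102180100, chromosome 25, 27221268 to 27265356) had 1.31 ± 0.673, 3.61 ± 1.13 and 1.28 ± 0.860 FPKM (SD, n = 3 each), and changes of 0.071 (adjusted p = 0.850) and 0.79 (adjusted p = 0.0669). The change of ITGAM against LL was -0.049 with quantile normalization, -0.13 without LL replicate 1, -0.026 without LL replicate 3, -0.025 without DP replicate 1 and -0.020 without DP replicate 2. Against LG, ITGAM was called without LG replicate 1 (1.06) and without scaling (1.05). TNF (gene ID 100861232, chromosome 23, 22245930 to 22248693) was at 1.83 ± 0.584, 2.37 ± 0.321 and 1.87 ± 0.329 FPKM (SD, n = 3 each). After scaling TNF changed by -0.71 in DP against LL (adjusted p = 0.0141), and without scaling by 0.27, below the shift of all genes. Against LG the change in TNF was 0.065 (adjusted p = 0.829), and it turned to -0.087 with quantile normalization and -0.012 without LG replicate 3. Without scaling AIF1 (1.93), THBS1 (2.34) and ITGAM (1.005) were called in DP against LL, the last of them below the shift of all genes.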

Mammary gland tissue is known to undergo apoptosis and involution during the dry period, suggesting a role for neutrophils and macrophages in the clearance of casein micelles, lipid droplets, and cellular debris during the dry period.

### 2.8. Analysis of Genes Related to Cell Apoptosis and Autophagy

Protein-protein interaction analysis of 45 differentially expressed genes related to apoptosis and autophagy revealed 15 hub genes in the PPI network (Figure S26). KEGG results showed that 35 genes were involved in the apoptosis signaling pathway, and 17 genes were related to the autophagy pathway (Table S13). GO functional annotation analysis showed that GO terms such as extrinsic apoptotic signaling pathway, cellular response to external stimulus, and positive regulation of cysteine-type endopeptidase activity involved in the apoptotic process were also enriched. The hub gene expression analysis showed (Figure S27), *TP53*, *BCL2A1*, *TNF*, *FAS*, *BAD*, *TRAF2* (*XM_018044495.1*), *SQSTM1*, and *BAX* were highly expressed in the DP stage. 

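BCL2A1 (gene ID 102172845, chromosome 21, 25605527 to 25614883) had 0.0767 ± 0.0321 FPKM in LL, 3.92 ± 2.02 in DP and 1.85 ± 0.517 in LG (SD, n = 3 each). Its log2 fold change was 1.62 (standard error 0.23, adjusted p = 0.000316) for DP against LL and 0.51 (standard error 0.23, adjusted p = 0.113) for DP against LG. TRAF2 is 1 gene in the deposited table (gene ID 102184255, a sequence outside the chromosomes, 10843 to 31024), so its transcripts cannot be told apart here. It had 5.16 ± 1.11, 29.5 ± 4.74 and 27.6 ± 9.13 FPKM (SD, n = 3 each) in LL, DP and LG and was higher in DP than in LL by 1.03 (adjusted p = 0.00349), a call lost without LL replicate 1 (0.92) or DP replicate 1 (0.95). Against LG, TRAF2 changed by -0.10 (adjusted p = 0.750), which turned to 0.13 with quantile normalization, 0.12 without scaling and 0.15 without LG replicate 2. SQSTM1 (gene ID 102172251, chromosome 7, 107369552 to 107380589), at 25.4 ± 4.47, 92.4 ± 13.2 and 37.4 ± 4.96 FPKM (SD, n = 3 each), changed by 0.44 (adjusted p = 0.0382) and 1.04 (adjusted p = 0.00112). The second was under the threshold without DP replicate 2 (0.94) or LG replicate 1 (0.96), and the first passed it with quantile normalization (1.10). FAS (gene ID 102180451, chromosome 26, 40641773 to 40676692) had 1.44 ± 0.157, 5.73 ± 1.46 and 3.14 ± 0.747 FPKM (SD, n = 3 each) and changes of 0.42 (adjusted p = 0.0714) and 0.47 (adjusted p = 0.0711). BAD (gene ID 102189930, chromosome 29, 42995894 to 43009116) had 2.76 ± 0.633, 9.90 ± 1.55 and 8.38 ± 0.503 FPKM (SD, n = 3 each), a change of 0.37 (adjusted p = 0.0514) against LL and -0.0033 (adjusted p = 0.990) against LG. The sign of the latter turned with quantile normalization (0.034), without scaling (0.21) and without DP replicate 1 (0.060), DP replicate 2 (0.048), LG replicate 1 (0.054) or LG replicate 2 (0.015). BAX (gene ID 100846984, chromosome 18, 56548701 to 56556579) repeats the value of FTL plus 1.0 to 1.5 FPKM in every library and is not a separate measurement. Its log2 fold changes were 0.21 (adjusted p = 0.465) and 0.73 (adjusted p = 0.0360), of which the first was -0.062 without DP replicate 2 and the second 1.10 and called with quantile normalization. Without scaling FAS (1.45), BAD (1.54), BAX (1.60) and SQSTM1 (1.83) were called in DP against LL, and each of these values includes the shift of all genes.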

*MAPK1* and *FOS* are highly expressed in the IN. 

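Genes of the apoptosis and autophagy network were also compared between DP and the other stages of the Laoshan goats, while involution was not analysed here. CTSL (gene ID 102185465, chromosome 8, 80748621 to 80754417), the cathepsin L gene, had 1.24 ± 0.313 FPKM in LL, 8.21 ± 5.37 in DP and 0.343 ± 0.0451 in LG (SD, n = 3 each). Its log2 fold change was 2.19 (standard error 0.36, adjusted p = 0.00166) for DP against LG and 0.86 (adjusted p = 0.0657) for DP against LL. Against LL it ranged from 0.44 to 1.34 with 1 library left out, and was 1.34 and called without DP replicate 3. CTSB (gene ID 102173295, chromosome 8, 7428148 to 7449087) had 34.3 ± 4.88, 116 ± 42.9 and 82.3 ± 11.9 FPKM (SD, n = 3 each) in LL, DP and LG. It changed by 0.28 (adjusted p = 0.337) and 0.20 (adjusted p = 0.550), and without DP replicate 2 by -0.015 and -0.099. CTSD (gene ID 106504021, chromosome 29, 50723504 to 50732855) had 35.5 ± 2.50, 92.9 ± 24.6 and 50.7 ± 4.36 FPKM (SD, n = 3 each), and changed by -0.062 (adjusted p = 0.811) against LL and 0.59 (adjusted p = 0.0489) against LG. The change of CTSD against LL turned to 0.66 with quantile normalization, 1.33 without scaling, which is above the shift of all genes, 0.0065 without LL replicate 1 and 0.16 without DP replicate 3. PMAIP1 (gene ID 102175063, chromosome 24, 58947515 to 58950762) had 2.81 ± 0.271, 5.49 ± 0.480 and 2.72 ± 0.695 FPKM (SD, n = 3 each) and changes of -0.36 (adjusted p = 0.0580) and 0.59 (adjusted p = 0.0129). TRADD (gene ID 102180248, chromosome 18, 36063928 to 36071418) had 3.39 ± 0.348, 6.45 ± 0.274 and 5.23 ± 0.304 FPKM (SD, n = 3 each) and changes of -0.41 (adjusted p = 0.0103) and 0.054 (adjusted p = 0.731). Without scaling PMAIP1 and TRADD were higher in DP than in LL, by 0.77 and 0.76, both below the shift of all genes, and CTSL (1.85) and CTSB (1.67) were called.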

*CTSL*, *PMAIP1*, *TRAF2* (*XM_018044493.1*), *CTSB*, *CTSD*, and *TRADD* are highly expressed in DP and IN stages. These findings support that expression of genes involved in the physiological process of apoptosis and autophagy are altered at the transcriptional level in degenerative mammary tissue.

### 2.9. Analysis of Genes Related to Mammary Gland Development and Cell Growth

A total of 226 genes related to mammary gland development were screened, of which 9 genes were identified as hub genes (Figure S25). These genes are involved in physiological processes such as extracellular matrix organization, tissue remodeling, gland development, and morphogenesis of a branching epithelium (Table S11). In addition, cellular response to growth hormone stimulus, prolactin signaling pathway, Insulin signaling pathway, and other hormone-related signaling pathways were also significantly enriched. 

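Of the 226 genes, 220 were tested in the Laoshan libraries. Their median log2 fold change in DP against LL was 0.76, with 162 higher and 58 lower, 88 called higher and 8 called lower (camera adjusted p = 7.23e-07). For DP against LG the median was 0.70, 169 were higher and 51 lower, and 82 were called higher and 12 lower. Over all genes, 147 and 131 of the 220 had an adjusted p under 0.05 for DP against LL and DP against LG, and 149 and 145 adjusted over the list alone, a list selected on libraries that include these.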

Cytokine-related terms such as response to fibroblast growth factor, response to transforming growth factor beta, and vascular endothelial growth factor receptor signaling pathway were also enriched. It is worth noting that the PI3K-Akt signaling pathway is the most significant signaling pathway, which contains 77 genes. A total of 146 transcripts (from 77 genes) were clustered into five clusters according to their expression levels (Figure S21 and Table S12). Among them, 61 transcripts were highly expressed in DP, and 60 transcripts were highly expressed in IN. 

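Of the 77 genes of this pathway, 74 were tested at the gene level in the Laoshan libraries. DP against LL gave a median log2 fold change of 0.88, 55 genes higher and 19 lower, 32 called higher and 6 called lower (camera adjusted p = 0.000113). Without scaling the median was 1.89, which includes the shift of all genes, and the list did not differ from the other genes (camera adjusted p = 0.0768). Under the alternatives apart from this one and the estimated correlation, the adjusted p was 1.32e-05 to 0.000241. In DP against LG the median was 0.44, with 51 higher and 23 lower and with 28 called higher and 6 called lower (camera adjusted p = 0.000471). Over all genes 56 and 45 genes had an adjusted p under 0.05 for DP against LL and DP against LG, and adjusted over the list alone 58 and 52. The genes were selected on libraries that include these, so the medians, the counts and the camera p are not independent evidence.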

Some 17 transcripts were highly expressed during the LG period. The PPI results showed that five genes were identified as hub genes of the PI3K-Akt signaling pathway (Figure 6c). This study found that *PDGFRB* was highly expressed in mammary gland tissue during DP and IN stages and was located upstream of the PI3K-Akt signaling pathway (Figure 6d and Figure S22). However, the roles and mechanisms of *PDGFRB* in controlling mammary epithelial cell growth are unclear. Therefore, the role of the PDGFRB in mammary cells in vitro was deeply explored.

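PDGFRB (gene ID 102184426, chromosome 7, 48915000 to 48952725) had 3.69 ± 0.902 FPKM in LL, 26.7 ± 5.30 in DP and 9.03 ± 1.57 in LG (SD, n = 3 each). Single libraries ranged from 3.04 to 4.72 FPKM in LL and from 23.0 to 32.8 in DP. Its log2 fold change was 1.32 (standard error 0.18, adjusted p = 0.000279) for DP against LL and 1.22 (standard error 0.18, adjusted p = 0.000996) for DP against LG, while LG and LL did not differ beyond the spread of the libraries (0.11, adjusted p = 0.652). With 1 library left out in turn, the change against LL was 1.16 to 1.44 and that against LG 1.04 to 1.33. The other hub genes of Figure 6c differed in their course. FN1 (gene ID 102182645, chromosome 2, 32406990 to 32476380), the fibronectin gene, had 10.0 ± 6.38, 133 ± 124 and 25.3 ± 11.0 FPKM (SD, n = 3 each) in LL, DP and LG. Its change of 2.04 (standard error 0.60, adjusted p = 0.0169) in DP against LL was not called without LL replicate 1 (1.70) or LL replicate 2 (1.95). With 1 library left out in turn it was 1.303 to 2.45, the lowest without DP replicate 3, where it was still called. For DP against LG the change in FN1 was 1.81 (adjusted p = 0.0423). This was not called without the filter, in a fit to the 6 libraries compared, or without DP replicate 3 (1.07), LG replicate 1 (1.504), LG replicate 3 (1.81) or LL replicate 2 (1.81). KIT (gene ID 100861386, chromosome 6, 70711232 to 70793908) had 3.14 ± 1.80, 16.3 ± 3.07 and 4.16 ± 1.04 FPKM (SD, n = 3 each), with changes of 0.96 (adjusted p = 0.0139) against LL, just under the threshold, and 1.49 (adjusted p = 0.00274) against LG. KIT passed the threshold against LL with quantile normalization (1.03), a pseudocount of 0.1 (1.09) and without LL replicate 3 (1.26) or DP replicate 2 (1.08). ITGB1 (gene ID 102178060, chromosome 13, 19308859 to 19352144) and PTK2 (gene ID 102177814, chromosome 14, 79093108 to 79282764) changed by 0.11 (adjusted p = 0.593) and -0.096 (adjusted p = 0.605) in DP against LL and by 0.14 and 0.018 against LG, within the spread of the libraries. Without DP replicate 3 the changes of ITGB1 turned to -0.035 and -0.011. PTK2 turned to 0.031 against LL with quantile normalization, 1.17 without scaling and 0.0079 without LL replicate 2, and against LG to -0.061 without DP replicate 3 and -0.063 without LG replicate 1. Without scaling KIT (2.14), ITGB1 (1.51) and PTK2 were called in DP against LL, and these values include the shift of all genes.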

### 2.10. PDGFRB Overexpression In Vitro Promotes the Proliferation of Mammary Epithelial Cells by Activating PI3K-Akt Signaling Pathway

To verify the effect of *PDGFRB* on the proliferation of mammary epithelial cells, we interfered with or overexpressed PDGFRB protein in mammary epithelial cells cultured in vitro, and measured the cell viability of cells transfected 48 h by EdU (5-Ethynyl-2′-deoxyuridine) staining. Western blotting results showed (Figure 6e) that the expression level of PDGFRB in the interference group was significantly lower than that in the control group (48.22 ± 1.14% lower; *p* < 0.01), and the expression level of PDGFRB in the overexpression group was significantly higher than that in the control group (59.36 ± 13.92% higher; *p* < 0.01). EdU results showed significant differences in cell proliferation activity 48 h after cell transfection (Figure 7a). At 48 h, compared with the control group, the cell proliferation activity in the interference group was significantly decreased by 67.74 ± 10.03%, while that in the overexpression group was significantly increased by 107.92 ± 5.78% (*p* < 0.01). In addition, Western blotting results showed (Figure 7) that compared with the control group, interference with PDGFRB reduced the ratio of p-PI3K/PI3K and p-Akt/Akt, and increased the expression of p53 and p21. The overexpression of PDGFRB increased the ratio of p-PI3K/PI3K and p-Akt/Akt, and decreased the protein expression levels of p53 and p21. These data suggest that PDGFRB overexpression in vitro promotes the proliferation of mammary epithelial cells by activating the PI3K-Akt signaling pathway.

### 2.11. Overexpression of PDGFRB Inhibits Apoptosis of Mammary Epithelial Cells and Reduces Cell Cycle Arrest in G1/S Phase

Cell cycle analysis showed (Figure 8a) that 48 h after transfection, compared with the control group, interference with PDGFRB increased the number of cells in G 1/S phase by 25.31 ± 5.62%, decreased the number of cells in G 2/M phase by 16.09 ± 3.64%, and decreased the expression of CCND1. In contrast, PDGFRB overexpression increased CCND1 expression and caused more cells to enter the G 2/M phase. Apoptosis detection showed that (Figure 8c), the apoptosis rate of the PDGFRB interference group was 49.96% ± 8.71% higher than that of the control group. In contrast, the apoptosis rate of the overexpression group was 47.28 ± 3.37% lower than that of the control group. Western blotting results showed that the ratio of Bcl-2/Bax in the interference group was significantly lower than that in the control group (*p* < 0.01). In contrast, the Bcl-2/Bax ratio in the overexpression group was significantly higher than that in the control group (*p* < 0.01) (Figure 8e). Overexpression of PDGFRB also effectively reduced the expression of caspase 3 (Figure 8f). In conclusion, PDGFRB overexpression activates the PI3K/Akt signaling pathway, inhibits mammary epithelial cell apoptosis, changes the cell cycle by upregulating CCND1, reduces the number of arrested cells in the G1/S phase, and is beneficial to mammary epithelial cell proliferation.

### 2.12. Effects of PDGFRB on Genes Related to Lactation Function and Mammary Gland Involution

Compared with the control group (Figure 9), overexpression of PDGFRB significantly increased the expression of *MMP2*, *MMP19*, *AKT1*, *STAT1*, *IRF6*, *JAK2*, *VEGFA*, and *IRS2* at transcriptional level in cultured mammary epithelial cells, while significantly decreased *IGFBP5* expression. JAK-STAT signaling is known to play an important role in the initiation of mammary gland involution. Furthermore, matrix metalloproteinases (MMPs) constitute a family of proteases that play a major role in mammary gland involution. Specifically, these enzymes are involved in the degradation of the extracellular matrix, basement membrane, or both. Therefore, it is speculated that *PDGFRB* may be involved in the process of inducing mammary gland involution. However, interference or overexpression of *PDGFRB* in mammary epithelial cells had no effects on encoding milk proteins (*CSN1S1*, *CSN1S2*, *CSN2*, *CSN3*, and *LALBA*), cell growth (*FGFR2*, *MMP9*, *TGFB3*, and *MAPK1*), and hormone receptor-related genes (*ESR1* and *PRLR*).

## 3. Discussion

The mammary gland is a dynamic gland capable of undergoing repeated cycles of growth, differentiation, and involution coordinated by reproductive states [31]. Studying the molecular mechanisms of mammary gland development and function will provide fundamental insights into tissue remodeling and a better understanding of milk production and mammary diseases [7]. This is important for livestock production systems and human health. With the rapid development of sequencing technology, more and more transcriptome studies related to mammary gland tissue have been reported in goats [10,32,33,34,35], sheep [7,36,37], cows [14,38,39], mice [17,40], and other animals. However, a complete mammary transcriptome analysis covering all six stages from late gestation to involution has rarely been reported in goats. In this study, we constructed gene co-expression networks associated with six different stages of the lactation cycle in the goat mammary gland (Figure 3). Through differential expression analysis (Figure 5), 13,083 differentially expressed transcripts in six stages were identified, and gene networks related to the lactation stage, cell growth, substance metabolism, transport, and immunity were found. This indicates that the expression of genes at the transcriptional level in the mammary gland has undergone large-scale changes from late gestation to involution, thus coordinating to adapt to various structural and physiological changes in the mammary gland tissue.

Genes with similar expression patterns may be functionally related, and identifying genes with similar expression can shed more light on their potential functions [41]. WGCNA is an effective data mining method, which modularizes large data sets and obtains highly biologically significant co-expression modules based on similar gene expression patterns [41]. In recent years, WGCNA has been applied to reveal lactation-related genes in Holstein cows, and specific modules related to lactation stage, milk production, lactose, fat, and protein content have been found [19,20]. In addition, modules related to bovine mastitis were also identified, among which 250 genes highly associated with mastitis were identified [42]. However, there are few reports on goat mammary gland using WGCNA method. A total of 42 mammary gland tissue samples from six different developmental stages were analyzed in this study. Twelve modules related to the lactation stage were identified (Figure 4). Functional analysis of genes in the module showed that long-chain fatty acid import into cell, cytoplasmic translation, ribonucleoprotein complex biogenesis, and other pathways involved in fatty acid, carbohydrate, protein synthesis, and transport were enriched through lactation (EL, PL, and LL). This is consistent with previous results of mammary tissue analysis before, during, and after the peak lactation [19]. These results indicate that during lactation, cellular metabolic activity and nutrient transport increase to provide substrates for the synthesis of milk components. In addition, hormone and cell growth-related signaling pathways such as growth hormone synthesis, secretion and action, ErbB signaling pathway, cell cycle, and insulin signaling pathway were found in the modules related to late gestation and early lactation (Figure S13). Because physiologically, late gestation is characterized by extensive structural remodeling, including expansion of the lobule-alveolar network, and functional differentiation of alveolar cells into secretory cells in preparation for milk production during lactation [43]. Notably, terms related to immunity, apoptosis, and tissue remodeling were found in the dry period and involution stage (Figures S10–S12). A known feature of active mammary gland involution is the recruitment of immune cells. In addition, the total number of white blood cells in milk increased rapidly during the first 3 days of degeneration and remained elevated until calving [44]. In this study, the regulation of leukocyte differentiation, the physiological process of mononuclear cell differentiation, was enriched in the module K (Figure S7). This proves that immune genes are involved in the process of the goat mammary gland involution from the level of gene transcription.

The maintenance of normal mammary gland development and lactation must depend on the coordinated regulation between cell survival and death. Autophagy and apoptosis control the turnover of intracellular organelles and proteins, and the turnover of cells in organisms respectively, which are critical for maintaining mammary tissue homeostasis [45,46]. Apoptosis is involved in lumen formation and acinar morphogenesis, replacement of cells during lactation, when mammary epithelial cells exhibit high secretory activity, and in the involution period of the mammary gland, and is involved in virtually every stage of mammary gland development. This study found that apoptosis-related signaling pathways such as the extrinsic apoptotic signaling pathway, intrinsic apoptotic signaling pathway in response to endoplasmic reticulum stress, and TNF signaling pathway were significantly enriched (Figure S26). In addition, apoptosis-inducing genes *TP53*, *BAX*, *TNF*, *PMAIP1*, *FAS*, and *GADD45A* were highly expressed in the DP, and *BAK1*, *SPTAN1*, and *RAF1* were highly expressed in the IN (Figure S27). This is closely related to the apoptosis of mammary gland cells during dry periods and involution. Similarly, apoptosis-related signaling pathways (e.g., JAK-STAT signaling pathway, IGF–IGF-Binding Protein System, and metalloprotease system) and genes (eg., *IGFBP5*, *STAT3*, *TGFB1*, and *MMP9*) are also activated in mice mammary glands during involution [34,47]. However, there are differences in the speed and degree of mammary gland involution across species. Among them, the number and degree of apoptosis of mammary cells in rodents were significantly more severe than that in cows. This discrepancy relative to rodents can be partly explained by the fact that cows typically conceive during dry periods. Therefore, hormones and local signals that act on mammary gland development during pregnancy may counteract those that act during involution in cows [4]. 

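GADD45A (gene ID 102179904, chromosome 3, 43245995 to 43249271) had 2.98 ± 1.22 FPKM in LL, 13.7 ± 5.30 in DP and 3.14 ± 2.26 in LG (SD, n = 3 each). The log2 fold change was 1.61 (standard error 0.39, adjusted p = 0.0105) for DP against LG, and in DP against LL it was 0.69 (adjusted p = 0.149), within the spread of the libraries. Without scaling the latter was 1.87 and called, a value that includes the shift of all genes.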

Interestingly, extensive apoptosis occurred in goat mammary glands at the late lactation and dry period by the TUNEL staining assay. This is consistent with the findings of this study that pro-apoptotic genes are up-regulated during dry and involution periods. On the one hand, this indicates that the goat mammary gland undergoes apoptosis during involution; on the other hand, it also reflects the difference in the mammary involution process between goats and cows. In addition to apoptosis during involution, mammary cells die due to lysosomal autophagy [48]. It has been shown that more than 20 traditional markers of lysosomal activity are up-regulated within 24 h after forced weaning, which suggests that autophagy is induced in the early stages of involution [49]. Furthermore, recent studies have demonstrated that apoptosis in degenerated bovine mammary cells is accompanied by an increase in the intensity of autophagy and that TGFB1 can induce apoptosis and autophagy in bovine mammary epithelial cells [50]. This study also detected a high expression of autophagy-related genes in goat mammary tissue during involution (Figure S27 and S28). This reflects the role of autophagy in mammary gland degeneration and remodeling. It regulates well the balance between protein degradation and organelle renewal in mammary cells [51,52].

The mammary gland is a vigorous gland that undergoes dramatic physiological adaptations during the transition from lactation to dry period, and then to lactation. On the one hand, this is inseparable from the precise regulation of hormones [53]; on the other hand, genes play an important role in regulating the differentiation of mammary epithelial cells into a secretory phenotype. Among them, genes related to substance metabolism have made adaptive changes. Carbon metabolism is the main source of energy required by organisms and provides precursors for other metabolisms in the body. This study found that *FBP1* (Fructose-Bisphosphatase 1), a gluconeogenesis-regulating enzyme, was highly expressed during lactation (Figures S16 and S17). 

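In the Laoshan libraries FBP1 (gene ID 102186015, chromosome 8, 80853264 to 80884498) had 7.84 ± 2.82 FPKM in LL, 4.70 ± 1.42 in DP and 12.6 ± 1.71 in LG (SD, n = 3 each). After scaling its log2 fold change was -1.84 (standard error 0.25, adjusted p = 0.000271) for DP against LL, and LG did not differ from LL beyond the spread of the libraries (-0.42, adjusted p = 0.198). Without scaling the change in DP against LL was -0.62 and was not called.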

Glucose homeostasis is known to be mutually controlled by the catabolic glycolytic and anabolic gluconeogenesis pathways, and *FBP1* acts as a rate-limiting enzyme in gluconeogenesis and can regulate cell growth and metabolism in mammary cells [54]. In addition, this study found that glutamic-oxaloacetic transaminase 1 (*GOT1*) was highly expressed at late lactation, which may be related to the regulation of mammary cell proliferation and apoptosis. 

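The values of GOT1 (gene ID 100861063, chromosome 26, 31202432 to 31225839) were 3.97 ± 1.05 FPKM in LL, 5.08 ± 1.72 in DP and 5.84 ± 1.12 in LG (SD, n = 3 each). The log2 fold change after scaling was -0.88 (standard error 0.20, adjusted p = 0.00475) for DP against LL and -0.52 (adjusted p = 0.0555) for LG against LL. Without scaling the first was 0.28, below the shift of all genes. It passed the threshold with a pseudocount of 0.1 (-1.06) and without DP replicate 3 (-1.09).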

There is already evidence that inhibition of *GOT1* promotes pancreatic cancer cell death via ferroptosis [55]. However, it has also been found that, relative to quiescent cells, proliferating cells catabolize more glutamate by transaminases, combining non-essential amino acid (NEAA) synthesis with α-ketoglutarate production and tricarboxylic acid (TCA) cycle replenishment, so the highly expressed *GOT1* can promote the proliferation of mammary epithelial cells [56]. In addition, *GOT1* regulates cellular metabolism to meet nutritional requirements by coordinating carbohydrate and amino acid utilization [57]. These all indicate the diversity of *GOT1* functions and the complexity of the mechanism of action.

Milk protein contains all the essential amino acids and other amino acids for human growth and development, and the mammary gland is the factory for milk protein synthesis and processing. This study found that the expression of genes related to amino acid transport and metabolism were altered in goat mammary tissue at different developmental stages. In addition to the high expression of genes encoding milk proteins during lactation, this study also found the expression levels of solute carrier family members (*SLC7A7*, *SLC16A2*, *SLC25A13*, *SLC25A12*, and *SLC39A8*), *CLN3*, *SERINC5*, *CTNS*, and other genes involved in amino acid transport changed at different stages (Figure S17). 

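SLC39A8 (gene ID 102182487, chromosome 6, 22728536 to 22811009) had 105 ± 28.2 FPKM in LL, 13.0 ± 2.81 in DP and 25.6 ± 9.73 in LG (SD, n = 3 each), with log2 fold changes of -4.27 (standard error 0.28, adjusted p = 4.91e-06) for DP against LL and -3.18 (adjusted p = 3.08e-05) for LG against LL. SLC25A12 (gene ID 102187719, chromosome 2, 111556439 to 111653780) had 1.33 ± 0.322, 8.43 ± 0.630 and 2.42 ± 0.260 FPKM (SD, n = 3 each) in LL, DP and LG, and was higher in DP than in LG by 1.196 (adjusted p = 0.000443) and than in LL by 0.99 (adjusted p = 0.000565). The latter passed the threshold with quantile normalization (1.03), a pseudocount of 0.1 (1.24) and without LL replicate 1 (1.16) or DP replicate 2 (1.02). SLC7A7 (gene ID 102179479, chromosome 10, 79400479 to 79434784) had 2.60 ± 0.444, 11.0 ± 2.54 and 3.50 ± 0.286 FPKM (SD, n = 3 each) and changes of 0.55 (adjusted p = 0.0125) in DP against LL and 1.13 (adjusted p = 0.000580) in DP against LG. SLC25A13 (gene ID 102190577, chromosome 4, 106963022 to 107189721) did not change beyond the spread of the libraries, with -0.32 (adjusted p = 0.107) in DP against LL after scaling and 0.61 without it. SERINC5 (gene ID 102190521, chromosome 10, 90056739 to 90163050) had 7.85 ± 1.52, 13.7 ± 2.91 and 8.23 ± 0.874 FPKM (SD, n = 3 each), and its change of -0.57 (adjusted p = 0.0421) in DP against LL was 0.72 without scaling. CTNS (gene ID 102187709, chromosome 19, 24147314 to 24166212) follows EMC6 in the deposited table, from which it differs by -1.5 to -1.0 FPKM in every library, and is not a separate measurement. Its values were 12.3 ± 3.68, 10.1 ± 3.14 and 57.6 ± 3.73 FPKM (SD, n = 3 each), highest in LG, and its change of -1.55 (adjusted p = 0.000355) in DP against LL was -0.25 and not called without scaling. Without scaling SLC25A12 (2.02) and SLC7A7 (1.72) were called in DP against LL, each value including the shift of all genes.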

Our findings are similar to the reports that the expression of transporters of the solute carrier (SLC-) superfamily varies with the lactation stage of the mammary gland [58,59,60]. The solute carrier (SLC) family of membrane transporters includes more than 400 members divided into 66 families. They are gatekeepers to all cells and organelles, controlling the uptake and efflux of key compounds such as sugars, amino acids, nucleotides, inorganic ions, and drugs [61]. These reflect the importance of members of the solute carrier family in the material transport process in the mammary gland. In addition, *CLN3* was highly expressed in early and late lactation. 

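Of these stages, late lactation was analysed here. CLN3 (gene ID 102182749, chromosome 25, 25951886 to 25964038) had 1.53 ± 0.122 FPKM in LL, 8.57 ± 2.13 in DP and 5.26 ± 0.742 in LG (SD, n = 3 each). It was lower in LL than in DP, with a log2 fold change of 0.84 (standard error 0.16, adjusted p = 0.00177) for DP against LL, and than in LG, with 0.46 (adjusted p = 0.0333) for LG against LL. The first of these changes was 1.02 with a pseudocount of 0.1 and 1.90 without scaling, the shift of all genes included, and was called in both.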

*CLN3* is known to encode proteins that can be involved in the lysosomal function, mediate microtubule-dependent anterograde transport connecting the golgi network, endosomes, autophagosomes, lysosomes, and the plasma membrane, and is involved in a variety of cellular processes such as regulation lysosomal pH, lysosomal protein degradation, receptor-mediated endocytosis, autophagy, etc. [62,63]. Therefore, it is speculated that *CLN3* not only regulates the transport and synthesis of substances, but may also play a regulatory role in the apoptosis of mammary gland cells and the maintenance of cell homeostasis at the end of lactation. 

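Among 4 aldehyde dehydrogenase genes in the Laoshan libraries, ALDH1A1 (gene ID 102171605, chromosome 8, 48842634 to 48898290) had 108 ± 73.0 FPKM in LL, 19.9 ± 6.19 in DP and 65.2 ± 24.4 in LG (SD, n = 3 each) and a log2 fold change of -3.58 (standard error 0.49, adjusted p = 0.000250) for DP against LL. ALDH5A1 (gene ID 102169437, chromosome 18, 88433 to 114487) had 2.59 ± 0.509, 3.36 ± 1.08 and 4.66 ± 1.43 FPKM (SD, n = 3 each) in LL, DP and LG and changed by -0.81 (adjusted p = 0.00748) after scaling. ALDH4A1 (gene ID 102171672, chromosome 2, 2263122 to 2295344) had 2.98 ± 0.463, 6.91 ± 0.485 and 5.57 ± 0.561 FPKM (SD, n = 3 each), and its change of -0.16 (adjusted p = 0.199) was within the spread of the libraries. Without scaling ALDH5A1 and ALDH4A1 changed by 0.26 and 0.996, both below the shift of all genes, and ALDH18A1 likewise changed its direction. ALDH5A1 passed the threshold with a pseudocount of 0.1 (-1.03).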

Members of the aldehyde dehydrogenase family (*ALDH18A1*, *ALDH4A1*, *ALDH5A1*, and *ALDH1A1*) are highly expressed during lactation (Figure S24) and may play an important role in maintaining normal amino acid metabolism in mammary cells. *ALDH18A1* is known to encode a bifunctional ATP and NADPH-dependent mitochondrial enzyme with γ-glutamyl kinase and γ-glutamyl phosphate reductase activities [64]. *ALDH4A1* can convert pyrroline-5-carboxylate to glutamate [65]. In addition, normal mammary cells with a high ALDH activity are known to have the broadest lineage differentiation potential and the highest ability to produce outgrowths in vivo compared to other mammary epithelial cell populations [66]. Aldehyde dehydrogenase activity is also a biomarker of primitive normal human breast luminal cells [67]. Therefore, the high expression of aldehyde dehydrogenase during lactation may be closely related to the strong mammary cell viability during lactation, thus adapting to the needs of mammary gland development and to the lactation function [68,69]. In conclusion, genes related to amino acid metabolism were altered at the transcriptional level at different developmental stages to meet the needs of mammary gland development and lactation.

The metabolism and growth of fat in the mammary gland are also very characteristic. The mammary glands of lactating mice synthesize and secrete milk fat equivalent to their entire body weight during a 20-day lactation cycle, making them one of the most active lipid-synthesizing organs known [70]. Additionally, butterfat is arguably one of the most complex fats in nature and varies from animal to animal. This study found that the PPAR signaling pathway regulates lipid metabolism and milk fat synthesis in goat mammary glands (Figure S16). It has been reported that the PPAR signaling pathway regulates lipid synthesis and metabolism in the mammary gland in sheep [7], cattle [39], pigs [15], and other animals. In this study, it was found that *PLIN2*, a member of this pathway, was highly expressed in EL and PL (Figure S17). The protein encoded by this gene belongs to the perilipin family, members of which encapsulate lipid storage droplets within cells. Most of the lipids produced during lactation are secreted into milk through a new process of membrane wrapping of cytoplasmic lipid droplets (CLDs), thus presumably playing a vital role in the formation and secretion of milk fat [71]. *PLIN2* transcripts increase more than 30-fold in milk-secreting cells as mammary glands differentiate into secretory glands during pregnancy [72]. In fact, microarray analysis revealed that the transcript of *PLIN2* is one of the most abundant in the lactating mouse mammary gland, comparable to other milk-secreting proteins such as casein [73]. This is consistent with our findings in the mammary glands of goats at different developmental stages. *LPL*, *FABP3*, and *FABP5* were also enriched in the PPAR signaling pathway, all of which were up-regulated during lactation. 

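FABP5 (gene ID 102180059, chromosome 14, 37555681 to 37561958) had 30.8 ± 2.47 FPKM in LL, 62.3 ± 36.3 in DP and 25.0 ± 9.49 in LG (SD, n = 3 each). Its log2 fold change for DP against LL was -0.54 (standard error 0.39, adjusted p = 0.255), within the spread of the libraries. The direction for FABP5 turned with quantile normalization (0.085) and without scaling (0.84). In LG against LL the change was -1.50 (adjusted p = 0.0103).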

*LPL* encodes lipoprotein lipase, and in the mammary gland, very low-density lipoprotein (VLDL) or chylomicrons are anchored to the mammary endothelium by lipoprotein lipase (*LPL*), which then hydrolyzes TAGs in the lipoprotein core to release fatty acids [74]. *LPL* is more active in mammary glands compared to other tissues, possibly due to its high mRNA abundance [4,75]. In addition, *LPL* was found to be up-regulated during lactation in both bovine and mouse mammary gland tissues [75]. This suggests an important role of *LPL* in maintaining milk synthesis. *FABP3* and *FABP5* are members of the intracellular fatty acid-binding protein (FABPs) family and are thought to be involved in lipid metabolism through the binding and intracellular transport of long-chain fatty acids. mRNAs for all FABP isoforms are present in bovine mammary gland tissue, and their mRNA abundance is upregulated during lactation. Among them, the transcripts of *FABP4* and *FABP5* were up-regulated in lower amounts during lactation than those of *FABP3* [76]. In addition to the above genes, *CD36*, *DBI*, *OLR1*, *HMGCS1*, *ACSL1*, and *ME3* are also involved in the regulation of the PPAR signaling pathway. PPAR regulates the genes mentioned above, enriching the role of PPAR signaling pathway in goat mammary lipid metabolism.

It is well known that the number and activity of secretory epithelial cells affect milk production [77], and in particular, the stage of mammary tissue establishment that occurs during pregnancy is critical for subsequent lactation performance [7]. This study found that the cell cycle, p53 signaling pathway, rRNA metabolic process, and other cell growth-related terms are enriched in the late gestation stage (Figures S14 and S15). It is known that p53 signaling is involved in coordinating cellular responses to different types of stress (such as DNA damage and lack of Oxygen), downstream signaling in this pathway leads to apoptosis, senescence, and cell cycle arrest [78]. Furthermore, appropriate levels of p53 activity are important in regulating mammary duct morphogenesis, in part by regulating the IGF-1 pathway [79]. During the involution stage, terms such as extracellular structure organization, extracellular matrix organization, and cell-substrate adhesion are found. The components of the extracellular matrix (ECM) are known to link together to form structurally stable composites that contribute to the mechanical properties of the tissue. At the same time, the ECM is also a repository for growth factors and bioactive molecules. The mammary gland is a highly dynamic entity with changes in composition and structure of the ECM with pregnancy, lactation, and involution. Furthermore, it determines and controls the most basic behaviors and characteristics of cells such as proliferation, adhesion, migration, polarity, differentiation, and apoptosis [80,81]. In this study, it was found at the molecular level that ECM-related genes were up-regulated during involution, regulating the mammary gland involution process. In addition, the PI3K-Akt signaling pathway, axon guidance, focal adhesion, and other pathways related to cell growth were also enriched in the involution stage. These provide insights into the dynamic changes of genes during mammary gland development and involution.

Interestingly, 77 genes related to mammary gland development screened in this study were enriched in the PI3K-Akt signaling pathway (Figure 6). This pathway is involved in mammary gland cell metabolism [82], growth [83], involution [8], and immunity [84], as has been widely reported. *PDFGRB* was screened as the hub gene of the PI3K-Akt signaling pathway, which was highly expressed in the dry period and involution stage. *PDGFRB* is known to be abundantly expressed in normal stromal fibroblasts and advanced breast cancer cells [85,86]. Lineage tracing studies have established *PDGFRB* as a marker for adipocyte progenitors [87]. Inhibition of PDGFR signaling interferes with epithelial-mesenchymal transition (EMT) and leads to apoptosis in mouse and human breast cancer cell lines [88]. Extensive apoptosis of mammary epithelial cells during mammary involution, re-establishment of adipose and connective tissue as major components of non-secretory mammary glands, and increased fibrillar collagen deposition during involution. Therefore, it is speculated that these physiological processes may be related to *PDGFRB*. Indeed, it was found in this study (Figure 7 and Figure 8) that overexpression of *PDGFRB* can promote the proliferation of goat mammary epithelial cells, whereas inhibition of *PDGFRB* induces cell cycle G1/S arrest in goat mammary epithelial cells, which in turn induces apoptosis. Similarly, overexpression of *PDGFRB* in the mouse mammary gland causes abnormal proliferation of normal mouse mammary epithelial cells [89]. Not only that, the overexpression, point mutation, deletion, and translocation of *PDGFRB* play an important role in tumorigenesis and maintenance of malignant phenotype [90]. Taken together, these results suggest that *PDGFRB* is an important factor regulating mammary cell growth and that the overexpression of *PDGFRB* during involution may promote mammary gland remodeling.

The overexpression of *PDGFRB* not only regulates the members of the PI3K-Akt signaling pathway but also significantly up-regulates the expression levels of *MMP2* and *MMP19* transcription levels and down-regulates the expression of *IGFBP5* in mammary epithelial cells cultured in vitro (Figure 9). Transgenic mice expressing *IGFBP5* on a mammary gland-specific promoter result in impaired mammary gland development, including inhibition of IGF signaling and Bcl-2 family members [91]. This study found that *IGFBP5* was highly expressed in the LL stage (Figure S23), which may be closely related to the extensive apoptosis of mammary cells at late lactation. In addition, the study found that the expression of *IGFBP5* was up-regulated during the first 2 weeks of involution in dairy cows [92]. 

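IGFBP5 (gene ID 100860950, chromosome 2, 31117838 to 31140752) had 35.7 ± 3.35 FPKM in LL, 22.4 ± 4.07 in DP and 14.0 ± 5.07 in LG (SD, n = 3 each). It was higher in LL than in both other stages, with log2 fold changes of -2.03 (standard error 0.25, adjusted p = 0.000151) for DP against LL and -2.48 (standard error 0.25, adjusted p = 6.65e-05) for LG against LL. Without scaling the change in DP against LL was -0.66 and was not called.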

The expression pattern of *IGFBP5* in the goat mammary gland in this study is similar to that described in the above study [92]. Furthermore, MMP activity remains low during lactation, as the secretory phenotype requires an intact basement membrane; however, MMPs are highly expressed after weaning [93]. *MMP2* can promote terminal bud invasion by inhibiting epithelial cell apoptosis at the onset of puberty. *MMP2* is also enhanced during bovine mammary gland involution, has properties to degrade basement membrane collagen, and has gelatinolytic activity [94]. *MMP19* is strongly expressed in the myoepithelial layer of the ductal system, and *MMP19* plays a role in mammary angiogenesis [95]. The present study also found a high expression of *MMP2* and *MMP19* in the dry period and involution period. In addition, *VEGFA* encodes a heparin-binding protein, a growth factor that induces the proliferation and migration of vascular endothelial cells. 

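MMP2 (gene ID 102184364, chromosome 18, 25127061 to 25154299) had 7.57 ± 2.82 FPKM in LL, 147 ± 70.3 in DP and 24.3 ± 4.10 in LG (SD, n = 3 each), with log2 fold changes of 2.69 (standard error 0.38, adjusted p = 0.000310) for DP against LL and 2.17 (standard error 0.38, adjusted p = 0.00210) for DP against LG. MMP19 (gene ID 102177138, chromosome 5, 56793296 to 56799158) had 2.30 ± 1.49, 10.4 ± 6.61 and 2.44 ± 0.518 FPKM (SD, n = 3 each) in LL, DP and LG. Its change against LL was 0.62 (adjusted p = 0.221), within the spread of the libraries. It was 1.03 and called without DP replicate 1, and 1.71 and called without scaling, the shift of all genes included. Against LG the change was 1.31 (adjusted p = 0.0340). It was not called with quantile normalization (1.23), without the filter, or without DP replicate 2 (0.86), DP replicate 3 (1.302) or any single LG library (1.26, 1.26 and 1.39).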

*PDGFRB* overexpression upregulates *VEGFA* and may play a role in mammary angiogenesis by promoting VEGF signaling to induce endothelial cell proliferation. These genes may be a useful target for enhancing blood flow, thereby providing nutrients to the mammary glands for milk production. *PDGFRB* overexpression also affected the expression of *JAK2*, *STAT1*, *IRS2*, etc. However, *PDGFRB* overexpression had no effect on genes encoding milk proteins (*CSN1S2*, *LALBA*, *CSN3*), *PRLR*, and *MAPK1*. Taken together, these suggest that overexpression of *PDGFRB* during involution may affect the expression of genes related to apoptosis and tissue remodeling in mammary involution.

There are some limitations to this study. First, this study used mammary gland tissue samples from different animal sources. Three breeds of dairy goats (Laoshan, Xinong Saanen, and Murciano-Granadina) were used in this study, which could be a source of variability. Differences in genetic information between animals of different breeds or between individual animals may interfere with the results of differential expression analysis in the mammary gland at different development stages [96,97]. In addition, batch effects can also affect the accuracy of transcriptome sequencing results [98]. Although this study corrected for batch effects of samples using RUVSeq software. Furthermore, a balanced experimental design and appropriate sample size may be helpful in interpreting the correct experimental results. Although a total of 42 breast samples were used in this study, only three replicates were used in the IN and LG periods. A balanced experimental design and replicates using appropriate mammary tissue samples at each developmental stage may lead to more efficient and accurate transcriptome profiling results. This study also filtered some low-expressed transcripts, which may ignore some important information regulating gene expression. Because the expression levels of some transcription factors and non-coding RNAs are low [99,100].

## 4. Materials and Methods

### 4.1. Ethics Statement

This study used four parts of experimental data, of which the first and second were carried out under the supervision and guidance of the Animal Care and Use Committee of Shandong Agricultural University, and the authorization numbers are SDAUA-2018–048 and No. 2004005 respectively. The third was approved by the Ethics Committee on Animal and Human Experimentation of the Universitat Autònoma de Barcelona (procedure code: UAB 3859). The fourth animal study was reviewed and approved by Animal Care and Use Committee of Northwest A&F University.

### 4.2. Collection of Goat Mammary Gland Samples

A total of 42 samples from four parts of the transcriptome datasets of goat mammary gland tissues were used in this study (Figure 1, Table S2). The datasets cover six periods of mammary gland development: early lactation, peak lactation, late lactation, dry period, involution, and late gestation. Among them, the first dataset is from nine non-lactation mammary gland tissue samples in the previous study from our laboratory [8]. These nine healthy Laoshan dairy goats were raised in Qingdao Aote Farm (Qingdao, Shandong, China) under the same feeding and management environment. The goats ranged in age from 3 years 8 months to 4 years 1 month in third parity. Mammary gland tissue was collected after goats were slaughtered in late lactation (LL; n = 3, 240 days postpartum), dry period (DP; n = 3, 300 days postpartum), and late gestation (LG; n = 3, 140 days post-mating). Total RNA was extracted using TRIzol’s RNAiso Plus kit (Takara, Beijing, China). RNA quality was analyzed using NanoDrop 2000 C (Thermo Fisher Scientific, Wilmington, NC, USA). RNA samples were used for subsequent experimental analysis only when the RNA integrity number was greater than 8. Nine sequencing libraries were constructed using the TruSeq RNA Library Prep Kit v2 (Illumina, San Diego, CA, USA) and sequenced on the HiSeq 2500 platform (Illumina). Sequencing data was submitted to NCBI Gene Expression Omnibus (GEO accession: GSE185981). The second part is also the transcriptome sequencing data of the goat mammary gland samples from our previous study [9], namely five healthy Laoshan dairy goats (four years old, the third lactation) from the Qingdao Aote Farm. Early, peak, and late lactation mammary gland tissues were surgically collected by biopsies, and transcriptome sequencing was performed by Illumina HiSeq 2000 (GEO accession: GSE135930). The third part of the data is from the mammary gland tissue of seven Murciano-Granadina goats [35]. The average age of the sampled goats was 5.88 ± 1.89 years and none of them was pregnant. Goat mammary gland tissue samples were collected by biopsies at 78.25 ± 9.29 days (T1, early lactation), 216.25 ± 9.29 days (T2, late lactation), and 285.25 ± 9.29 days (T3, dry period) and sequenced on the Illumina HiSeq 4000 platform (SRA Accession: PRJNA607923). The fourth part of the data is from the mammary gland tissue of nine healthy Xinong Saanen dairy goats (approximately 3 to 4 years old from 2 to 3 parities) [10]. Goat mammary gland tissues during lactation (100 days postpartum, peak lactation), cessation of milking (310 days postpartum, dry period), and involution phase (non-lactation and non-pregnant period) were collected after slaughter and transcriptome sequenced by Illumina HiSeq 2000 (SRA Accession: PRJNA637690).

### 4.3. Sequencing Data Analysis

All samples were quality checked using FastQC software (version 0.11.9, Babraham Bioinformatics, Cambridge, UK) [101], and high-throughput sequencing reads were processed using Trimmomatic software (version 0.39, USADEL Lab, Jülich, Germany) to remove adapter sequences, primers, poly-A tails, and low-quality sequences [102]. Construction of the index of the goat reference genome (BioSample: SAMN03863711) and alignment of sequencing data was done via HISAT2 software (version 2.2.1, Kim Lab, Dallas, TX, USA) [103]. The sam files aligned with the reference genome were converted to bam format files and sorted using samtools software (version 1.10, Wellcome Trust Sanger Institute, Cambridge, UK) [104]. Transcript splicing and quantification were accomplished using StringTie software (version 2.2.0, Johns Hopkins University, Baltimore, MD, USA) [105]. Use the R package RUVSeq (version 1.32.0, University of California, Berkeley, Berkeley, CA, USA) to filter the raw data based on expression levels, by requiring more than 5 reads in at least two samples for each gene. The samples were corrected using the RUVs function in RUVSeq; estimating the factors of unwanted variation using replicate samples, followed by principal component analysis and relative logarithm expression analysis between samples was done using this software [106].

### 4.4. Weighted Gene Co-Expression Network Analysis

To further screen for genes closely associated with each developmental stage, we performed a weighted co-expression analysis of transcripts using the R package WGCNA (version 1.71, University of California, Los Angeles, CA, USA) [41]. Missing values in the data were first detected using the goodSamplesGenes function. Subsequently, the Pearson correlation matrix for all possible RNA pairs was calculated, which was then converted into an adjacency matrix with a soft thresholding function using the “picksoftThreshold” function and filtered for soft thresholding. The co-expression matrix was constructed using a one-step method via the blockwiseModules function, where minModuleSize = 30 and the merged module threshold was set to 0.7. The hierarchical clustering tree corresponding to all transcripts and the corresponding modules were drawn using the plot Dendro And Colors. The module eigengene function was used to compute the module eigengenes (first principal components) of a module in a given single dataset. Correlation and significance test values of module eigengenes and each developmental time period were calculated using the function cor and corPvalueStudent, respectively. When *p* < 0.05 was set for statistical significance. A heatmap of the relationship between modules and traits was presented using the labeledHeatmap function. At the same time, we calculated gene significance (GS), and used plotModuleSignificance to draw box plots for display. The eigengene-based connectivity was calculated by the signedKME function, also known as module membership (MM). The relationship between GS and MM in each module was shown by the verboseScatterplot function. A heatmap of the relationship between modules and traits was presented using the labeledHeatmap function. At the same time, we calculated gene significance (GS) and used plotModuleSignificance to draw box plots for display. The eigengene-based connectivity is calculated by the signedKME function, also known as module membership (MM). The relationship between GS and MM in each module was shown by the verboseScatterplot function.

### 4.5. Differential Expression Analysis and Gene Expression Pattern Analysis

Differential expression analysis was performed using the R package limma (version 3.54.0, The University of Melbourne, Parkville, Australia) [107], and transcripts were considered differentially expressed when *p*.adj (adjusted *p*-value) < 0.05 and log2 fold change ≥ 1. Heatmaps were drawn using the R package pheatmap to show the expression patterns of all differentially expressed transcripts. The number of differentially expressed transcripts between different comparison groups was counted by the R package UpSetR (version 1.4.0, Harvard Medical School, Boston, MA, USA).

### 4.6. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathway Enrichment Analysis

All differentially expressed genes were subjected to GO functional annotation and KEGG pathway enrichment analysis using clusterProfiler software (version 4.6.0, Southern Medical University, Guangzhou, China), and the term or pathway was considered significantly enriched when *p*.adj < 0.05 [108]. Genes of goat annotated in GO and KEGG databases were used as background genes for enrichment analysis. Based on the results of gene function analysis, genes related to mammary gland development, apoptosis and autophagy, immunity, and material metabolism were screened. The protein-protein interaction (PPI) network of these genes was analyzed by STRING software (version 11.5, European Molecular Biology Laboratory, Heidelberg, Germany). The degree of each gene was calculated and the PPI network was drawn by Cytoscape software (version 3.9.1, Institute for Systems Biology, Seattle, WA, USA).

### 4.7. Goat Mammary Epithelial Cells Culture

Goat mammary gland tissue was obtained surgically. After rinsing the mammary tissue with sterile Phosphate-buffered saline (PBS), fat and connective tissue was removed with ophthalmic scissors, and cut into pieces (0.5–1 mm^3^). The primary goat mammary epithelial cells were then cultured using the tissue block method in saturated humidity at 37 °C with a gas concentration of 5% CO_2_ [109]. The medium components used for culturing goat mammary epithelial cells include: in Dulbecco’s Modified Eagle Medium/Nutrient Mixture F-12 (DMEM/F-12) (Gibco, Thermo Fisher Scientific, Wilmington, NC, USA) supplemented with 10% fetal bovine serum (Gibco), 0.25 mM hydrocortisone, 5 mg/mL insulin (Sigma-Aldrich, St. Louis, MO, USA), 50 U/mL penicillin/streptomycin (Sigma-Aldrich), and 10 ng/mL epidermal growth factor 1 (PrimeGene, Shanghai, China). Subsequently, mammary epithelial cells were seeded in 6-well culture plates at a seeding density of 3 × 10^5^. When cells reach approximately 75% confluence, prepare for cell transfection.

### 4.8. Cell Transfection

A small interfering RNA (siRNA) targeting *PDGFRB* was designed based on the coding sequence of goat *PDGFRB* (accession number: XM_018050163.1) and was commissioned to be synthesized by RiboBio (Guangzhou, China). The sequences of siRNA-PDGFRB were as follows: sense/passenger strand (5’-3’): CGAAAACGGCUCUACAUCUUU and guide/antisense strand (5’-3’): AGAUGUAGAGCCGUUUUCGCU. The PDGFRB cDNA sequence was cloned into pcDNA3.1 vector (Sigma-Aldrich) to increase PDGFRB mRNA and protein expression levels. Empty siRNA vector (si-NC), *PDGFRB*-interfering vector (si-*PDGFRB*), empty *PDGFRB* vector (NC), and *PDGFRB* overexpression vector were transfected into goat mammary epithelial cells cultured in vitro respectively. The specific transfection procedure was performed using Lipofectamine 3000 kit (Thermo Fisher Scientific, Wilmington, NC, USA). Cell transfection was performed when goat mammary epithelial cells had grown to 75% confluence. First, dilute Lipofectamine 3000 Reagent with Opti-MEM™ medium and mix well. Next, prepare a DNA master mix by diluting DNA in Opti-MEM™ Medium, then add P3000™ Reagent and mix well. Note, do not add P3000™ Reagent when diluting siRNA. In the third step, add diluted DNA (1:1 ratio) to each tube of diluted Lipofectamine™ 3000 reagent. Incubate at room temperature for 15 min. Finally, add DNA-lipid complex to goat mammary epithelial cells. Cells were incubated for 48 h at 37 °C, and then transfected cells were analyzed. Expression levels of *PDGFRB* were analyzed by western blotting 48 h after cell transfection.

### 4.9. Cell Proliferation Assay

Goat mammary epithelial cells were seeded in 6-well plates at a density of 3 × 10^5^ cells per well. When the cells reached 75% confluence, the cells were transfected with the overexpression vector (*PDGFRB*) and the interference vector (si-*PDGFRB*), respectively. The specific transfection procedure was performed using the standard protocol supported by the Lipofectamine 3000 kit (Thermo Fisher Scientific). 48 h after the cells were transfected, 5-Ethynyl-2′-deoxyuridine (EdU) staining solution (Beyotime, Beijing, China) was added to each well at a final concentration of 10 μM per well, and then the cells were incubated at 37 °C for 2 h. After the EdU-labeled cells were completed, the culture medium was removed and washed three times with PBS for 5 min each. Add 4% paraformaldehyde to fix for 20 min, and then wash with PBS three times for 5 min each time. Remove the wash solution and incubate at room temperature for 10–15 min with 1 mL of permeabilization solution per well. Remove the permeabilizer and wash the cells 1–2 times with 1 mL of washing solution per well, 3–5 min each time. Add 0.5ml of Click reaction solution to each well, shake the plate gently to ensure that the reaction mixture can evenly cover the sample, and incubate at room temperature for 30 min in the dark. Aspirate the Click reaction solution and wash with washing solution 3 times for 3–5 min each time. Add 1 mL of 1X Hoechst 33342 solution (Beyotime) to each well and incubate at room temperature for 10 min in the dark. Aspirate the 1X Hoechst 33342 solution and wash it 3 times with the washing solution for 3–5 min each. Mount the slides with an anti-fluorescence quenching mounting medium, observe, and take pictures under a microscope (Olympus Model IX51).

### 4.10. Apoptosis and Cell Cycle Detection Assays

Goat mammary epithelial cells were cultured using 6-well plates. Forty-eight hours after cell transfection, 5 µL of annexin V-fluorescein isothiocyanate (FITC) and 10 µL of propidium iodide (PI) staining solution (Invitrogen, Thermo Fisher Scientific, Wilmington, USA) were added to each well and incubated for 10 min at room temperature in the dark. Apoptosis detection was performed using a BD flow cytometer (BD Biosciences, Franklin Lakes, USA). The content of DNA in the cells was detected by PI staining and the cell cycle was analyzed. FlowJo software (version 7.6.1, BD Biosciences) was used to analyze the flow cytometry results. The protein expression levels of CCND1, caspase-3, Bax and Bcl-2 were detected by Western blotting 48 h after transfection.

### 4.11. Western Blotting

Radioimmunoprecipitation assay buffer (RIPA buffer) (Beyotime) was used to extract total protein from mammary epithelial cells. The protein concentration of the extracts was measured at 562 nm using a bicinchoninic acid (BCA) assay kit (Beyotime) on a microplate reader (Molecular Devices, San Jose, CA, USA). Prepare 10% separating gel and 5% stacking gel (Beyotime). 20 μg of total protein from each sample was separated by SDS-PAGE and the separated protein was transferred to the polyvinylidene fluoride (PVDF) membrane. Each PVDF membrane was blocked for 1.5 h in a buffer containing 5% nonfat dry milk, then incubated in a buffer containing primary antibodies against the target protein for 12 h at 4 °C. After 3 washes with 1x Tris-buffered saline containing Tween 20, the PVDF membrane was incubated with the appropriate secondary antibody for 50 min at room temperature. Membranes were then infiltrated with ECL chemiluminescence buffer (Beyotime) for 1 min and immunoreactive proteins were detected using an Azure 300 Chemiluminescence Western Blot Imaging System (Azure Biosystems, Dublin, CA, USA). Protein expression levels were calculated using ImageJ 1.48 software (National Institutes of Health) with GAPDH as an internal reference for expression level correction. The antibodies used in this study included anti-PDGFRB (1:1000 dilution, ab69506, Abcam, Shanghai, China), anti-p53 (1:1000 dilution, ab26, Abcam), anti-p21(1:1000 dilution, ab109199, Abcam), anti-CCND1 (1:1500 dilution, #55506, CST), anti-GAPDH (1:2000 dilution, #2118, CST), anti-PI3K (1:1000 dilution, #4257, CST), anti-p-PI3K (1:1000 dilution, #17366, CST), anti-Akt (1:1000 dilution, #4691, CST), anti-p-Akt (1:1000 dilution, #4060, CST), anti-caspase-3 (1:2000 dilution, #14220, CST), anti-BCL-2 (1:1000 dilution, ab182858, Abcam), anti-Bax (1:1000 dilution, #2772, CST) and HRP-conjugated goat antirabbit IgG (1:2000, CW0103, CWBIO, Beijing, China).

### 4.12. Real-Time Quantitative Reverse-Transcription PCR Assay

Gene primer sequences were designed using Primer-BLAST of the National Center for Biotechnology Information [110]. RNA was extracted using the TRIzol method. Reverse transcription and PCR amplification were performed using the One Step TB Green PrimeScript RT-PCR Kit (Takara). RT-qPCR was performed on LightCycler 96 (Roche, Basel, Switzerland), a real-time PCR system. Use NormFinder software (version 5, Aarhus University Hospital, Skejby, Denmark) to select the most stable gene pairs from the 6 genes as reference genes for RTqPCR assay [111]. The primer amplification efficiency was calculated by establishing a standard curve. Use the geometric mean of two carefully selected reference genes (*GAPDH* and *MRPL39*) as an accurate normalization factor [112]. Relative gene expression calculated by the modified Pfaffl method [8,113]. The sequences and amplification efficiencies of the gene primers are provided in Table S1.

### 4.13. Statistical Analysis

Student’s *t*-test was used to test the significance of the difference between the experimental group and the control group; *p* < 0.05 indicated a significant difference. Tukey’s honest significant difference test was used to analyze gene expression levels at different developmental stages. Figures in this work were generated using R software (version 4.2.0; https://www.r-project.org/; accessed on 5 May 2022) unless otherwise stated.

## 5. Conclusions

This study analyzed the mammary transcriptome profile of goats during lactation and non-lactation. Twelve gene co-expression networks associated with expression profiles in the mammary glands of dairy goats at six different developmental stages were constructed. Analysis of gene function in the network found that immune-related genes in the mammary gland were more actively expressed in the early, dry, and involutional stages, thereby strengthening the protection of the health of non-lactation mammary glands. The expression of genes related to substance metabolism and transport is active in the late pregnancy and peak lactation period, which ensures the secretion of milk by the mammary glands. Differential expression analysis revealed that genes at the transcriptional level adapt to mammary gland structure and function at different developmental stages. This is manifested in that gene expression patterns related to cell growth, apoptosis, immunity, substance transport, biosynthesis, and metabolism are significantly altered during mammary gland development and involution. Members of the solute carrier family play an important role in the material transport process in the mammary gland, and the PPAR signaling pathway is an important pathway for regulating lipid metabolism and milk fat production. Notably, *PDGFRB* was screened as a hub gene of the mammary gland development network, which can slow down the G1/S phase arrest of the goat mammary epithelial cell cycle and promote mammary epithelial cell proliferation by regulating the PI3K-Akt signaling pathway. In addition, *PDGFRB* overexpression can also affect the expression of apoptosis, matrix metalloproteinase family, vascular development, and other related genes, which is beneficial to the remodeling of mammary gland tissue during involution. In conclusion, the genes and signaling pathways identified in this study will provide a theoretical basis for future research on mammary gland development, function, disease, molecular breeding, and feeding management.

## Figures and Tables

**Figure 1:**
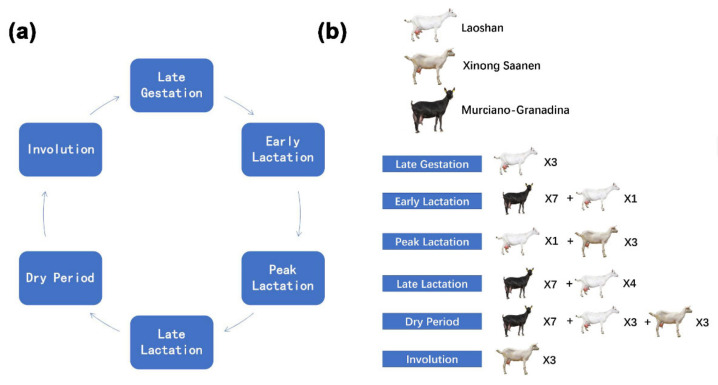
The number and breed distribution of dairy goats during six different mammary developmental stages. (**a**) Pattern diagram of the six mammary gland developmental stages in this study. (**b**) The number and breed of goats during different mammary developmental stages.

**Figure 2:**
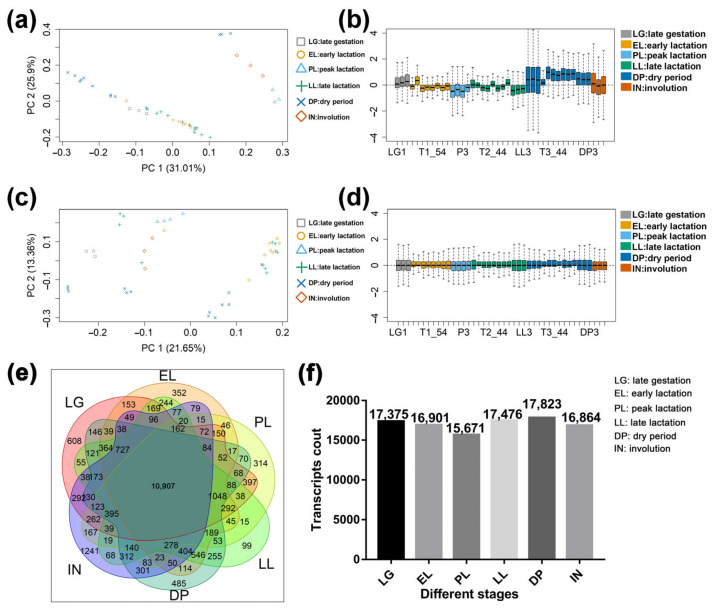
Quality assessment and basic statistics of the sequencing data. (**a**) Principal component analysis of raw mammary gland samples. (**b**) The boxplots of relative log expression (RLE = log-ratio of read count to median read count across sample) of raw mammary gland samples. (**c**) Principal component analysis of processed mammary gland samples. (**d**) The boxplots of relative log expression (RLE = log-ratio of read count to median read count across sample) of processed mammary gland samples. (**e**) Venn plot of expressed transcripts (FPKM ≥ 2) in mammary gland tissue at different developmental stages. (**f**) Number of expressed transcripts in the mammary gland at each developmental stage. EL: early lactation. PL: peak lactation. LL: late lactation. DP: dry period. IN: involution stage. LG: late gestation.

**Figure 3:**
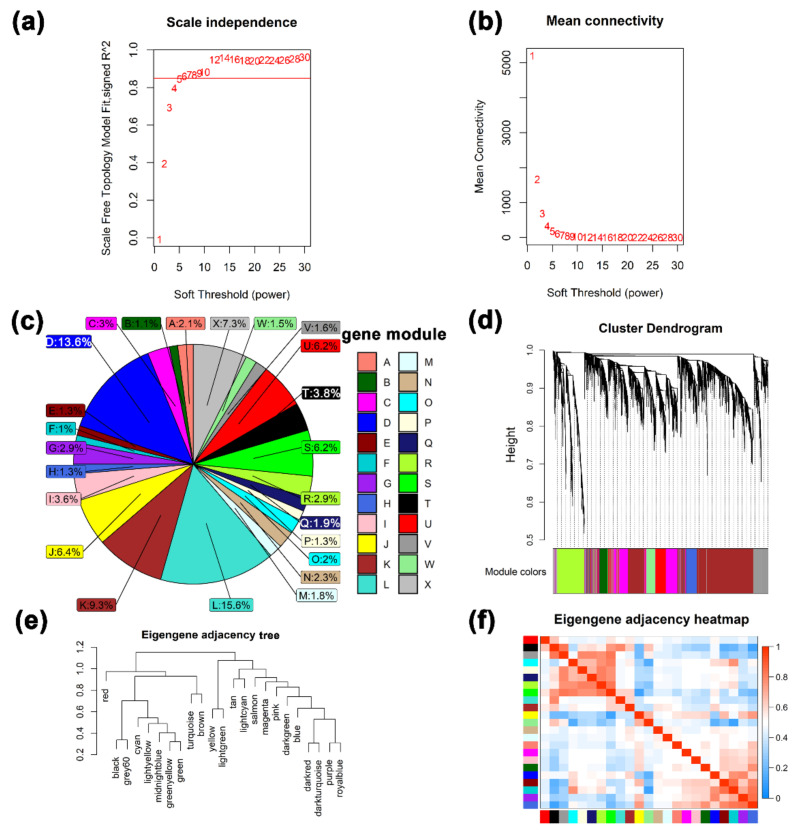
The results of weighted gene correlation network analysis (WGCNA). (**a**) and (**b**) Soft-thresholding power analysis was used to obtain the scale-free fit index of network topology. (**c**) A pie chart of the distribution of the number of genes in each color module. (**d**) Hierarchical cluster analysis was conducted to detect co-expression clusters with corresponding color assignments. Each color represents a module in the constructed gene co-expression network by WGCNA. (**e**) and (**f**) the relationship among different modules.

**Figure 4:**
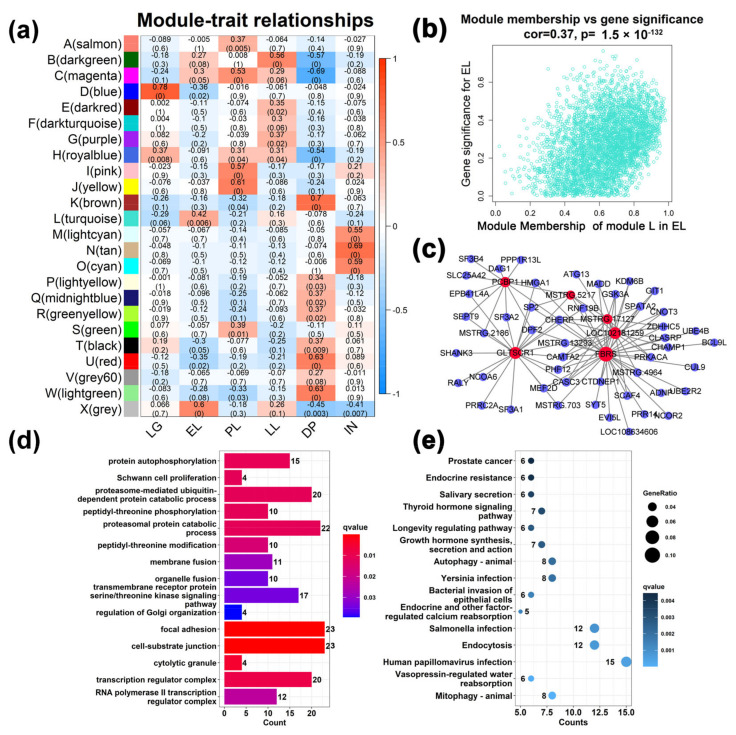
Module-different stages associations. (**a**) Each row corresponds to a module eigengene, and each column corresponds to a mammary gland development stage. Each cell contains the corresponding correlation in the first line and the *p*-value in the second line. The table is color-coded by correlation according to the color legend. (**b**) A scatterplot of Gene Significance (GS) for the early lactation (EL) stage vs. Module Membership (MM) in the L (turquoise) module. There is a significant correlation (cor = 0.37, *p* < 0.05) between GS and MM in this module. (**c**) Visualization of connections of genes in L (turquoise) module. According to the connection weight value, only the first 100 functional relationships are shown in the figure. (**d**) Gene Ontology (GO) enrichment analysis of genes in the module L associated with the EL. (**e**) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of genes in the module L associated with the EL.

**Figure 5:**
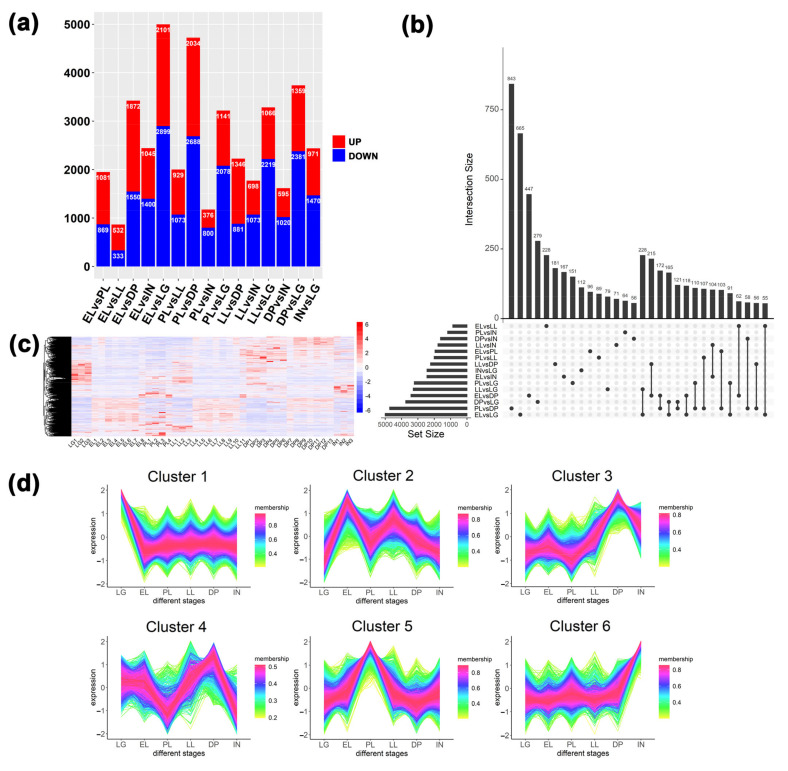
Differential expression analysis and expression pattern analysis of transcripts in mammary glands at different stages. (**a**) Statistical results of the number of up- and down-regulated transcripts in different comparison groups. (**b**) Statistical analysis of the distribution of differentially expressed transcripts between different comparison groups. (**c**) Expression heatmap of all differentially expressed transcripts. (**d**) Analysis of expression patterns of all differentially expressed transcripts.

**Figure 6:**
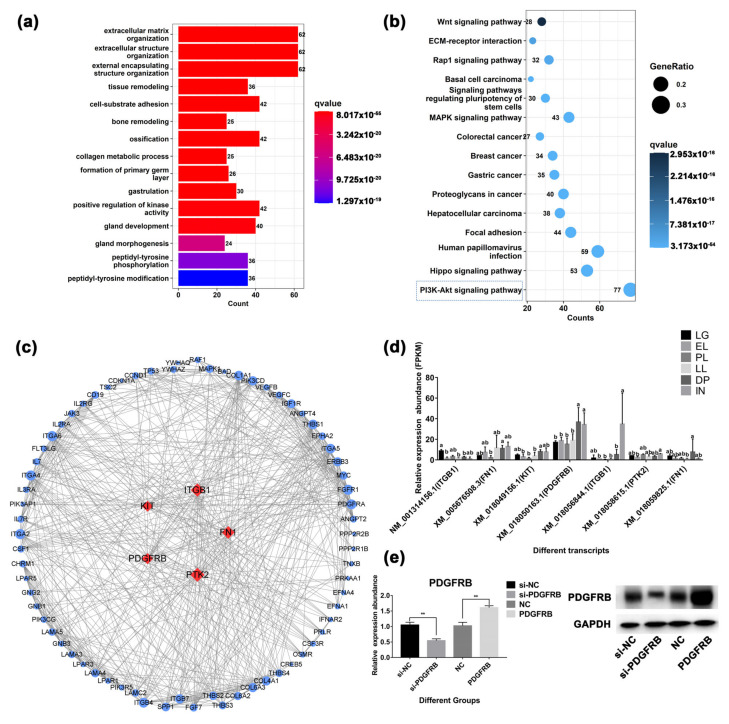
Mammary gland development-related gene analysis. (**a**) Gene Ontology (GO) analysis of 226 genes associated with mammary gland development. (**b**) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of genes associated with mammary gland development. (**c**) Protein-protein interaction analysis of genes enriched in PI3K-Akt signaling pathway. (**d**) Analysis of expression patterns of core genes at different developmental stages. Lowercase letters represent significance at the 0.05 level. (**e**) The results of interference or overexpression of *PDGFRB* in mammary epithelial cells cultured in vitro by Western blotting. si-NC: native control of small interfering RNA (empty vector of siRNA); si-*PDGFRB*: the small interfering RNA targeting *PDGFRB*; NC: native control (empty vector of pcDNA3.1); *PDGFRB*: *PDGFRB* overexpression vector. ** indicates *p* < 0.01, NS indicates not significant, the data are presented as the mean ± SEM (n = 3).

**Figure 7:**
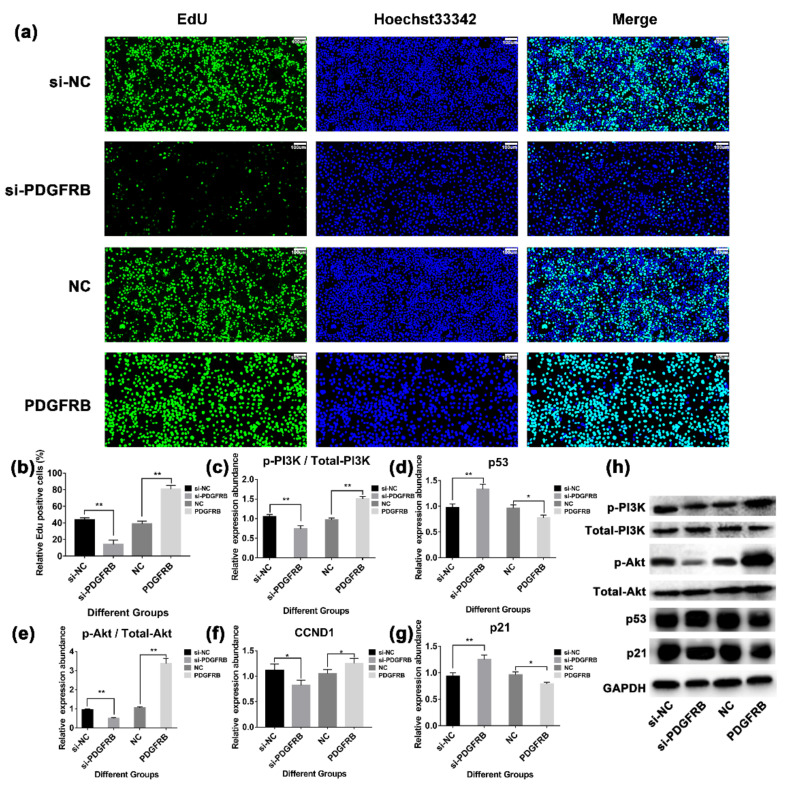
Effect of overexpression or interference with the expression of *PDGFRB* in mammary epithelial cells on the PI3K-Akt signaling pathway. (**a**) The proliferation of mammary epithelial cells was detected by EdU (5-ethynyl-2′-deoxyuridine) staining assay. (**b**) The bar plot shows statistics of cell proliferation for different groups. (**c**–**g**) The bar plots show the expression of PI3K-Akt signaling pathway members after interference or overexpression of *PDGFRB*, respectively. (**h**) Western blotting was used to detect the expression of PI3K-Akt signaling pathway members after interference or overexpression of *PDGFRB*. si-NC: native control of small interfering RNA (empty vector of siRNA); si-*PDGFRB*: small interfering RNA targeting *PDGFRB*; NC: native control (empty vector of pcDNA3.1); *PDGFRB*: *PDGFRB* overexpression vector. * indicates *p* < 0.05, ** indicates *p* < 0.01, NS indicates not significant, the data are presented as the mean ± SEM (n = 3).

**Figure 8:**
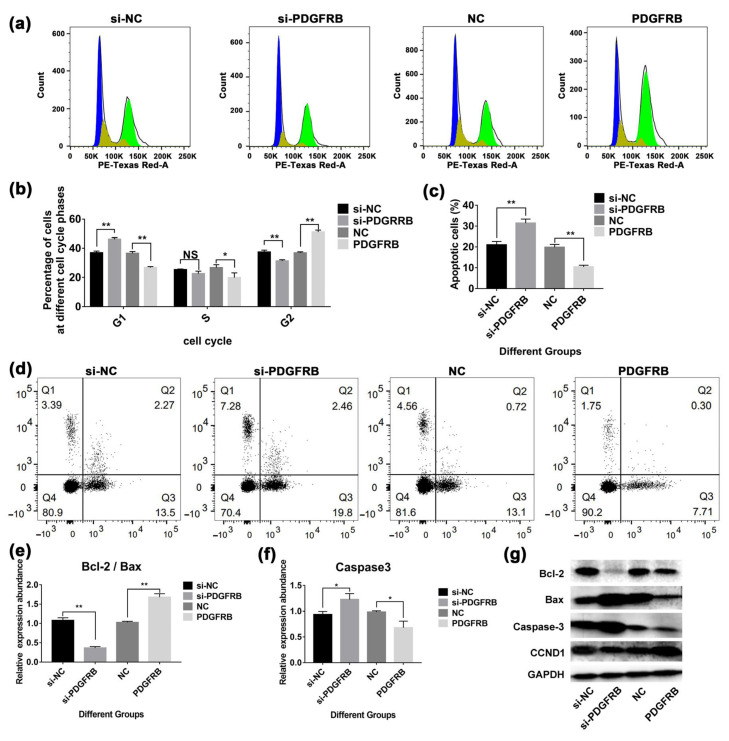
Effect of overexpression or interference with the expression of *PDGFRB* in mammary epithelial cells on apoptosis and the cell cycle. (**a**) Analysis of cell cycle assays. Forty-eight hours after cell transfection, the cells were stained with PI and incubated in the dark for 10 min for cell cycle detection using BD flow cytometry. (**b**) The bar graph shows the proportion of cells at different stages of the cell cycle. (**c**) and (**d**) Analysis of apoptotic goat mammary epithelial cells. Flow cytometry was used to detect the apoptosis of mammary epithelial cells after overexpression and interference with PDGFRB. Forty-eight hours after the cells were transfected, the cells were stained with annexin V-FITC/propidium iodide (PI), incubated in the dark for 10 min, and then detected using a BD flow cytometer. The bar graph shows the statistics of apoptotic cells in the different groups (si-*PDGFRB* vs. si-NC, *PDGFRB* vs. NC). (**e**–**g**) Analysis of apoptosis-related protein expression. The expression of proapoptotic (caspase-3, Bax), antiapoptotic (Bcl-2), and cyclin (CCND1) genes was detected by Western blotting. The bar graphs show the ratio of Bcl-2/Bax and the expression of Caspase-3, respectively. (si-NC: native control of small interfering RNA (empty vector of siRNA); si-*PDGFRB*: the small interfering RNA targeting *PDGFRB*; NC: native control (empty vector of pcDNA3.1); *PDGFRB*: *PDGFRB* overexpression vector. * indicates *p* < 0.05, ** indicates *p* < 0.01, NS indicates not significant, the data are presented as the mean ± SEM (n = 3).

**Figure 9:**
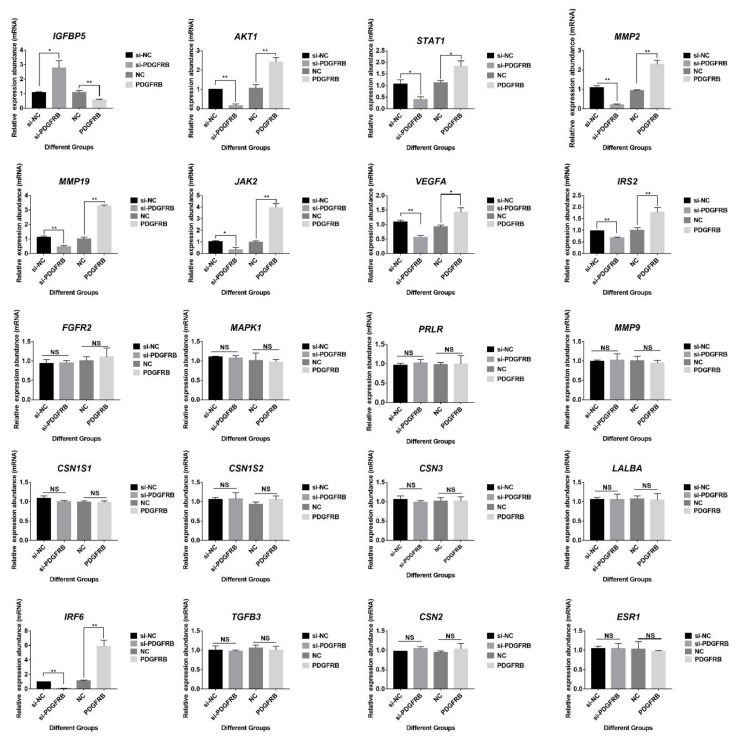
Effect of *PDGFRB* on genes related to mammary gland development and involution. Reverse transcription quantitative PCR was used to detect the expression of mammary gland involution-related genes in mammary epithelial cells after overexpression or interference with *PDGFRB*. The bar graphs show the relative expression of 20 genes at transcription level in different groups (si-*PDGFRB* vs. si-NC; *PDGFRB* vs. NC). si-NC: native control of small interfering RNA (empty vector of siRNA); si-*PDGFRB*: the small interfering RNA targeting *PDGFRB*; NC: native control (empty vector of pcDNA3.1); *PDGFRB*: *PDGFRB* overexpression vector. * indicates *p* < 0.05, ** indicates *p* < 0.01, NS indicates not significant, data are presented as mean ± SEM (n = 3).

## Data Availability

The data presented in this study are available on request.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms232214424/s1.

How the deposited data were processed for this re-analysis (not part of the article)

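The data are gene expression values of mammary gland tissue from 9 Laoshan dairy goats, 3 in late lactation (LL), 3 in the dry period (DP) and 3 in late gestation (LG). The paper combines these 9 libraries with those of other studies to make its 42 libraries, and the others were not analysed here. According to the paper's methods, reads were aligned, transcripts were assembled and quantified as FPKM, and the combined transcript values were corrected with RUVSeq. The table that the authors deposited holds 9 columns of values, all of which were used, for 23499 genes. The unit of the deposited table is not named in it. The deposited values were taken as FPKM that the authors computed per gene, because they carry decimals and sum to different totals. They were assumed to be without the correction over the 42 libraries. The paper does not state this, and decimals and unequal totals do not decide it. The step from transcripts to genes is not described in the paper's text. Gene symbols, identifiers and coordinates were taken from the deposited table. The table names no build, and 23465 of its gene identifiers matched the RefSeq gene table of ARS1.2, which was used only for older symbols and neighbouring genes.

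Depth was taken from the paper, which reports 71343386 to 86809313 reads for these libraries. FPKM carry no count of reads, so a test on counts was not run and no counting error was computed. 3078 genes were at 0 in every library. The values were divided by median-ratio scaling factors computed from 15905 genes, a pseudocount of 1 was added and log2 was taken. The 14701 genes with at least 0.5 FPKM in at least 3 libraries were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a mean-variance trend), with all 9 libraries in one fit and no covariates. All adjusted p-values of genes are from limma with Benjamini-Hochberg adjustment. Lists of genes were tested with camera in limma at an inter-gene correlation of 0.01, two-sided, and adjusted over 11 tests, with fry and with an estimated correlation as alternatives. Principal components, exact permutation tests and shares were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. With 3 libraries per stage, an exact permutation test of 2 stages cannot give a p below 0.1.

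The genes named are every gene that the paper names for its level in LL, DP or LG in its text or Figure 6d, the 5 milk protein genes and the PPAR genes, whatever their result, and for each comparison the 3 genes with the largest log2 fold change in each direction among those called, with a symbol, a mean of at least 2 FPKM in the higher stage and no overlap between the stages. Some of these genes are not reported here, and the counts of gene results include them. Ribosomal protein genes were chosen by symbol. The lists for cell division, immunity, the PPAR and PI3K-Akt pathways and mammary development are those of Tables S8 to S12. Marker genes of cell types were written down as lists before they were tested. The copies of Tables S3 and S7 used here are shortened, so no set test was run on them. Alternatives covered the scaling between libraries (none, or quantile normalization), the pseudocount (0.1), the filter on low values (none, or at least 2 FPKM in at least 3 libraries), the libraries in the fit, a block for the replicate number, each library left out in turn, the mean-variance trend, the set test and the gene list, and, added after the values were seen, the removal of linked genes and other sums for the milk protein share. A test on simulated data with 14617 genes, of which 200 were changed, called 194 of these and 8 unchanged genes. The changed genes were well expressed and moved by a fixed amount above the threshold, as many up as down. The simulation therefore does not test the scaling where many genes differ, nor calls close to the threshold. In simulated neighbouring genes, the search for linked values found 100 of 100 linked pairs and 0 others.

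Linked values were searched for among 15945 genes whose values ranged over at least 0.5 FPKM. Each gene was compared with its 8 next neighbours on either side, 122854 pairs in all. A pair counted as linked when a straight line, plus a fixed set of amounts over the 9 libraries (1.0, 1.3 and 1.5 in LL, 1.0, 1.5 and 1.5 in DP and 1.5, 1.2 and 1.0 in LG, as found between BAX and FTL), left no residual above 1% of the range. The linked genes were kept in the tests and left out in one alternative.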

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

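The alternatives were set before the data were examined, except 3 that were chosen after the values had been seen: leaving out the genes with linked values, 1 value for CSN1S1, CSN1S2 and CSN3, and leaving MGAT2, RPL36AL and DNAAF2 out of the sum. The count of splits was planned, and the explanations weighed elsewhere were chosen later. The grouping of the libraries by stage had an exact permutation p of 0.00357, the smallest it can reach, under every alternative run for it, so this p says nothing about stability. The direction of all 11 list results held under every alternative run for them, and the counts of expressed genes per stage stayed within 1.5 times under every alternative run for them. No alternative that left out 1 library changed the call of a list or moved a count, a share or a list median by over 1.5 times. The counts of differing genes ranged from 3075 to 3422 for DP against LL, 2400.0 to 2576 for LG against LL, 1738 to 2004 for LG against DP and 4445 to 4740.0 for any 2 stages in these fits.

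Without scaling between libraries, the genes that differed were 8348 between DP and LL (7979 higher and 369 lower, against 2029 and 1292 with scaling), 7043 between LG and LL (6698 and 345, against 1572 and 972), 2292 between LG and DP (715 and 1577, against 937 and 1011) and 10022 between any 2 stages. The PI3K-Akt list in DP against LL had a median of 1.89 and was no longer past the threshold (camera adjusted p 0.0768, against 1.32e-05 to 0.0765 under its other alternatives). Gene results reversed without scaling were, in DP against LL, ALDH18A1 (0.36), ALDH4A1 (0.996), ALDH5A1 (0.26), CTSD (1.33), FABP5 (0.84), FCER1G (0.59), GOT1 (0.28), PC (0.22), PDHB (0.65), PMAIP1 (0.77), PTK2 (1.17), SERINC5 (0.72), SLC25A13 (0.61), TNF (0.27) and TRADD (0.76), and in DP against LG BAD (0.21), IL1B (0.056) and TRAF2 (0.12). Of these 18 reversed results, 3 remained reversed after the shift of all genes was subtracted, so the shift accounts for the other reversals. Quantile normalization reversed, in DP against LL, CTSD (0.66), FABP5 (0.085), IL1B (-0.28), ITGAM (-0.049) and PTK2 (0.031), and in DP against LG BAD (0.034), TNF (-0.087) and TRAF2 (0.13), and the cause was not tested.

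A pseudocount of 0.1 gave 3912 genes for LG against LL, since it enlarges the changes of weakly expressed genes. The adjusted p alone, without a threshold on the fold change, gave 8359 genes for DP against LL, 7383 for LG against LL, 5112 for LG against DP and 10297 for any 2 stages. With an inter-gene correlation estimated for each list, none of the 11 lists passed the threshold, with the medians unchanged by construction at 0.45 and 1.25 for ribosomal protein genes in LG against LL and against DP, 0.72 and 0.58 for cell division genes, 1.03 and 0.77 for immune genes in DP against LL and against LG, -2.86 for the PPAR pathway, 0.88 and 0.44 for the PI3K-Akt pathway and 0.76 and 0.70 for mammary development. The share of the milk protein genes moved to 21.9% in LL and 0.0111% in DP without linked genes, to 22.5% in LL, 0.0096% in DP and 0.966% in LG with 1 value for CSN1S1, CSN1S2 and CSN3, and to 59.0%, 0.0417% and 2.95% without MGAT2, RPL36AL and DNAAF2 in the sum. Fewer genes enter the sum in each of these, which shows the cause.

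Across the 9 fits that each left out 1 library, results that changed sign ranged, in DP against LL, from -0.22 to 0.16 for CTSD, -0.13 to 0.34 for ITGAM, -0.19 to 0.0079 for PTK2, -0.062 to 0.40 for BAX, -0.015 to 0.504 for CTSB and -0.035 to 0.21 for ITGB1. In DP against LG they ranged from -0.13 to 0.060 for BAD, -1.18 to 0.049 for THBS1, -0.099 to 0.42 for CTSB, -0.23 to 0.21 for IL1B, -0.011 to 0.23 for ITGB1, -0.063 to 0.098 for PTK2, -0.25 to 0.15 for TRAF2 and -0.012 to 0.17 for TNF. None of these was past the threshold with all libraries. Of 123 gene results, 58 kept their direction and call under every alternative and 65 changed under at least 1, with 50 changes of direction, 48 to weaker and 44 to stronger over all alternatives.

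The replicate number as a block (replicate block) gave 3340, 2564, 1986 and 4704 genes for DP against LL, LG against LL, LG against DP and any 2 stages, and changed no call of a list. The numbers do not pair goats, since each library came from a different goat. Deviations of libraries with the same number correlated at -0.11 to 0.20, and those with different numbers at -0.22 to 0.072. A weak effect of the number is therefore not excluded. Fits to only the 6 libraries of a comparison gave 3241, 2570 and 1868 genes, and for any 2 stages such a fit cannot be made. Without linked genes 3040, 2365, 1747 and 4242 genes differed. For each count of genes between a pair of stages and each list median, 1 of the 10 splits of the 6 libraries gave a result as large, which was the real one, and 10 splits cannot give a share under 0.1. For any 2 stages, 1 of 100 partitions drawn gave as many genes. The depth behind the values is not known, so its effect on weakly expressed genes cannot be assessed.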

Differences from the paper's values

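The paper's values are for transcripts over the libraries of all its studies and were read by eye from figures, and the values here are for genes in the Laoshan libraries only. For LL the paper shows about 17000 expressed transcripts in Figure 2f, read by eye, against 8188 genes here. Of the alternatives set before the data were examined, a mean of at least 0.5 FPKM gave 11855 and the count after scaling 11843, both within 1.5 times, and the requirement in every library of the stage and the fits that left out 1 library did not close the gap. For DP and LG the figure shows about 18000 and about 17000 transcripts, read by eye, against 13261 and 11843 genes here, within 1.5 times. The count after scaling, with 11461 in DP and 10757 in LG, was not within 1.5 times, nor was the requirement in every library for LG (10790.0). For DP against LL the paper shows about 2200 transcripts in Figure 5a, read by eye, against 3321 genes here. Quantile normalization (2656), no filter (3219), the stricter filter (3125), the 6 libraries alone (3241) and 7 of the 9 fits that left out 1 library (3075 to 3292) fell within 1.5 times, and the values without scaling (8348), the block (3340), the other pseudocount, the fit without the mean-variance trend, those without LL replicate 3 or DP replicate 2 and the adjusted p alone (8359) did not. For LG against LL the paper shows about 3300 transcripts, read by eye, against 2544 genes here, within 1.5 times. The values without scaling (7043), quantile normalization (1940) and the adjusted p alone (7383) were not within 1.5 times. For LG against DP the paper shows about 3700 transcripts in Figure 5a, read by eye, against 1948 genes here. A pseudocount of 0.1 (2781) and the adjusted p alone (5112) fell within 1.5 times, and none of the other alternatives did. For PDGFRB the paper shows about 18 FPKM in LL and about 17 FPKM in LG in Figure 6d, read by eye, against 3.69 and 9.03 FPKM here, and leaving out 1 library of the stage in turn closed neither gap. In DP it shows about 37 FPKM, read by eye, against 26.7 FPKM here, within 1.5 times except without DP replicate 3 (23.7). Other alternatives were not run for these values.

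The paper describes DP as the stage with the most expressed transcripts, and here this held for the deposited values, whereas after scaling LL had the most genes (11843 against 11461 in DP). The paper describes CD86, CXCL10, IL1B and THBS1 as highly expressed in the dry period. Here CD86 (-0.79) and CXCL10 (-1.28) were lower in DP than in LG on the log2 scale. IL1B (-0.061, adjusted p = 0.875) and THBS1 (-0.41, adjusted p = 0.639) did not differ between DP and LG beyond the spread of the libraries. The change of IL1B was above 0 without scaling (0.056), without DP replicate 2 (0.21) and without LG replicate 1 (0.074). That of THBS1 was above 0 without DP replicate 1 (0.049) or LG replicate 2 (0.031). No setting gave this for CD86 or CXCL10. FCER1G, also described as high in DP, was at -0.78 against LL and -0.49 against LG, and the values without scaling gave 0.59 against LL, with no setting above 0 against LG. Among the genes of apoptosis and autophagy described as high in DP, TNF (-0.71) and TRADD (-0.41) were lower in DP than in LL. For PMAIP1 (-0.36, adjusted p = 0.0580) and CTSD (-0.062, adjusted p = 0.811) the adjusted p was above 0.05. Without scaling TNF, PMAIP1, TRADD and CTSD were at 0.27, 0.77, 0.76 and 1.33. CTSD was also above 0 with quantile normalization (0.66) and without DP replicate 3 (0.16) or LL replicate 1 (0.0065). TRAF2 (-0.10) and BAD (-0.0033) were not higher in DP than in LG. Settings that gave TRAF2 above 0 were no scaling (0.12), quantile normalization (0.13) and the fit without LG replicate 2 (0.15), and those for BAD were no scaling (0.21), quantile normalization (0.034) and 4 fits without 1 library (up to 0.060).

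The paper gives late lactation as a stage of high CLN3, and here CLN3 was lowest in LL, with no setting that reversed this. Of the genes it gives as high in lactation, ALDH4A1 was slightly lower in DP than in LL, with an adjusted p above 0.05 (-0.16, adjusted p = 0.199). FABP5 (-0.54, adjusted p = 0.255) did not differ between DP and LL beyond the spread of the libraries. MMP19, given as high in the dry period, did not differ from LL beyond that spread (0.62, adjusted p = 0.221), and was called without scaling (1.71) and without DP replicate 1 (1.03). The fit without scaling also called higher in DP than in LL the genes AIF1, BAD, BAX, CD86, CTSB, CTSL, FAS, GADD45A, ITGAM, ITGB1, ITGB2, KIT, SQSTM1 and THBS1, which were not called after scaling. CD86 was also called with a pseudocount of 0.1 (1.10) and without LL replicate 3 (1.16) or DP replicate 2 (1.005). CTSL was called without DP replicate 3 (1.34), SQSTM1 with quantile normalization (1.10) and KIT with a pseudocount of 0.1 (1.09), quantile normalization (1.03) and without LL replicate 3 (1.26) or DP replicate 2 (1.08). In DP against LG, BAX was called with quantile normalization (1.10), and ITGAM without scaling (1.05) and without LG replicate 1 (1.06). PC, ALDH18A1, ALDH5A1 and GOT1, given as high in lactation, were lower in DP than in LL by less than the threshold, and without scaling they were higher. PC (-1.001), ALDH5A1 (-1.03) and GOT1 (-1.06) were called lower with a pseudocount of 0.1, GOT1 also without DP replicate 3 (-1.09), and ALDH18A1 without LL replicate 3 (-1.01) or DP replicate 3 (-1.08). PDHB (-0.66) was called under none. The paper lists CSN2 and CSN3 among its 20 highest transcripts in DP (Table S4), and here neither was among the 20 highest genes of any DP library, with 32.1 ± 15.2 and 35.8 ± 6.35 FPKM (SD, n = 3 each).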

Other observations

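The tests in this part were chosen only after the results had been seen, apart from the position of linked genes and the comparison of ribosomal protein genes with other genes of the same expression, which were set out before they were run. In the deposited table, 1598 of 122854 pairs of neighbouring genes hold values that follow each other to within 1% of their range over the 9 libraries, and these pairs cover 1510 genes, 9.47% of the genes examined. Chance similarity of profiles over 9 columns is argued against, since 0 of as many pairs on different sequences were linked. That neighbouring genes were read as one locus and given one value may account for the shared part of the values. Of the linked pairs, 42.7% were directly next to each other, against 9.82% of all pairs examined, 10.3% overlapped, against 1.14%, and 100% lay on one strand, against 50.3%. The search did not use the strand. A shared locus does not explain the amounts by which linked genes differ. In 739 pairs these contain one fixed set of amounts over the 9 libraries, 1.0, 1.3 and 1.5 FPKM in LL, 1.0, 1.5 and 1.5 in DP and 1.5, 1.2 and 1.0 in LG, whatever the level of the genes. BAX, for example, exceeded FTL by exactly these amounts at 39.3 to 211 FPKM. Where the amounts come from stays open, and no biological explanation was tested.

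MGAT2, RPL36AL and DNAAF2 lie next to each other on chromosome 10 and were singled out after their values were seen. Together they held 39.6% to 44.0% of the summed FPKM in LL libraries, 51.4% to 56.3% in DP and 50.2% to 53.3% in LG. RPL36AL exceeded DNAAF2 by 1.0 to 1.5 FPKM in LL and in DP replicate 1, and by 100001.0 to 100001.5 FPKM in the other 5 libraries. In those 5 libraries DNAAF2 itself ranged from 43595 to 83700.0 FPKM while the difference ranged over 0.5 FPKM. Separate expression of the 2 genes does not account for a difference so constant. The sum of a library, and any share of it, therefore rests on these 3 values to a large part, and the median-ratio scaling does not.

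Immune genes were higher in DP than in LL. The scaling between libraries is argued against as the whole cause, since the median was 1.02 under quantile normalization. A lower share of epithelial cells in DP would raise the markers of all other cell types alike. Fibroblast and stroma markers rose by 1.07 to 2.37 and endothelial markers by 0.037 to 0.98, without overlap, which argues against it as the whole cause, although macrophage markers (0.62 to 1.50) overlapped both. Medians in DP against LL were 1.79 for fibroblasts and stroma, 1.75 for T cells, 1.46 for adipocytes, 1.14 for macrophages, 0.89 for abundant leukocyte transcripts, 0.62 for endothelium, 0.17 for neutrophils, 0.076 for myoepithelium and smooth muscle, 0.050 for proliferation, -0.53 for luminal secretory epithelium and -0.79 for B and plasma cells. By camera, adjusted over all lists and comparisons, fibroblasts and stroma (0.0111), T cells (0.0111) and macrophages (0.0147) had an adjusted p under 0.05 in DP against LL. Of the T cell markers 5 of 7 are in lists the paper chose on libraries that include these and 1 of 7 had a mean of at least 2 FPKM in LL, and of the macrophage markers 3 of 7 and 7 of 7. No marker is in 2 of the lists. Erythrocyte, skeletal muscle and mitochondrial lists had under 3 tested genes and were not tested. A larger share of leukocytes and a higher expression within cells both stay open.

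PDGFRB rose in DP against LL together with the other 7 fibroblast and stroma markers, whose log2 fold changes were 1.07 to 2.37 with a median of 1.85, a range that holds the 1.32 of PDGFRB. All 8 markers of this list had a mean of at least 2 FPKM in LL, and 3 of them are in lists of the paper. The most abundant in DP was COL3A1, at 568 FPKM, with 37.9 in LL. In DP against LG, 7 of the 8 markers were higher, with a median of 1.14 and PDGFRB at 1.22. COL1A1 (0.25) and COL1A2 (0.61) rose less there, and COL3A1 was at -0.26. In LG against LL the median was 0.21 and PDGFRB was at 0.11, while COL1A1, COL1A2 and COL3A1 were at 2.12, 1.68 and 2.42. PDGFRB therefore did not follow the collagen markers in every comparison. In DP against LG, where PDGFRB changed by 1.22, the markers were less uniform. The list had a median of 1.14 and 7 of its 8 genes were higher. PDGFRA (2.41), DCN (2.09), THY1 (1.42) and LUM (1.06) rose, while COL1A2 (0.61), COL1A1 (0.25) and COL3A1 (-0.26) changed less than PDGFRB. A higher share of fibroblasts and stroma in DP is a candidate explanation for the rise of PDGFRB against LL in whole tissue. It is a hypothesis, and a rise of PDGFRB within epithelial cells is not excluded by these values.

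Ribosomal protein genes were higher in LG than in DP by a median of 1.25. A trend with expression level could account for part of this. In 10000 lists of other genes matched on mean expression, the median log2 fold change was itself 0.91, ranging from 0.17 to 1.36, and 6 of the 10000 lists were as high as the ribosomal protein genes. Under quantile normalization the ribosomal median was 0.30. Such a trend and a rise of ribosomal protein genes in late gestation cannot be told apart for the larger part of the change, because strongly expressed genes as a whole were higher in LG than in DP, and the stage itself stays among the open explanations.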
